# RNA-seq of nine canine prostate cancer cell lines reveals diverse therapeutic target signatures

**DOI:** 10.1186/s12935-021-02422-9

**Published:** 2022-02-02

**Authors:** Eva-Maria Packeiser, Leila Taher, Weibo Kong, Mathias Ernst, Julia Beck, Marion Hewicker-Trautwein, Bertram Brenig, Ekkehard Schütz, Hugo Murua Escobar, Ingo Nolte

**Keywords:** Prostate cancer, Metastasis, Bladder cancer, TCC, Cell line, Dog, Gene expression, In vitro model, Targeted therapy

## Abstract

**Background:**

Canine prostate adenocarcinoma (PAC) and transitional cell carcinoma (TCC) are typically characterized by metastasis and chemoresistance. Cell lines are important model systems for developing new therapeutic strategies. However, as they adapt to culturing conditions and undergo clonal selection, they can diverge from the tissue from which they were originally derived. Therefore, a comprehensive characterization of cell lines and their original tissues is paramount.

**Methods:**

This study compared the transcriptomes of nine canine cell lines derived from PAC, PAC metastasis and TCC to their respective original primary tumor or metastasis tissues. Special interests were laid on cell culture-related differences, epithelial to mesenchymal transition (EMT), the prostate and bladder cancer pathways, therapeutic targets in the PI3K-AKT signaling pathway and genes correlated with chemoresistance towards doxorubicin and carboplatin.

**Results:**

Independent analyses for PAC, PAC metastasis and TCC revealed 1743, 3941 and 463 genes, respectively, differentially expressed in the cell lines relative to their original tissues (DEGs). While genes associated with tumor microenvironment were mostly downregulated in the cell lines, patient-specific EMT features were conserved. Furthermore, examination of the prostate and bladder cancer pathways revealed extensive concordance between cell lines and tissues. Interestingly, all cell lines preserved downstream PI3K-AKT signaling, but each featured a unique therapeutic target signature. Additionally, resistance towards doxorubicin was associated with G2/M cell cycle transition and cell membrane biosynthesis, while carboplatin resistance correlated with histone, m- and tRNA processing.

**Conclusion:**

Comparative whole-transcriptome profiling of cell lines and their original tissues identifies models with conserved therapeutic target expression. Moreover, it is useful for selecting suitable negative controls, i.e., cell lines lacking therapeutic target expression, increasing the transfer efficiency from in vitro to primary neoplasias for new therapeutic protocols. In summary, the dataset presented here constitutes a rich resource for canine prostate and bladder cancer research.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-021-02422-9.

## Background

Prostate cancer in dogs can be classified into two histopathological groups: prostate adenocarcinoma (PAC) and transitional cell carcinoma (TCC) [1]. Both are typically characterized by metastasis, local invasiveness, androgen-independence and chemoresistance [2, 3], which is why they have been proposed as models for human metastatic castration-resistant prostate cancer (MCRPC) and invasive bladder cancer [4, 5]. Unlike in men, canine prostate cancer is rarely diagnosed [6, 7], making tumor cell lines an indispensable in vitro model system and a vital tool in preclinical research [8, 9]. Notwithstanding their utility, results generated with cell lines are not unconditionally transferable to in vivo conditions. Indeed, through selection by multiple passaging, cell lines adapt to culturing conditions, resulting in differences in gene copy numbers, gene expression and protein synthesis between the cell lines and their original tumor tissues [10–13]. Thus, the suitability of a given cell line as model for a specific feature should be verified before initiating a clinical study. Applications for cell lines as in vitro models are versatile, including research on metastasis, targeted therapy and chemoresistance.

Metastasis involves a complex series of events. Among them, the epithelial-to-mesenchymal transition (EMT) plays a critical role in canine prostate cancer [14], since it promotes invasive growth and enables cell mobility and migration [15]. EMT is also associated with enhanced chemoresistance [16]. Evidently, to be of predictive value, the extent of EMT in cell lines should be comparable to that of the original tumor.

Chemotherapy can follow tumor type or patient-specific approaches [17–19]. Patient-specific therapy aims at targets, which are genes overexpressed by the tumor. Especially receptor tyrosine kinases (RTK) such as those involved in the PI3K-AKT signaling pathway are frequently targeted [20, 21]. Toceranib and masitinib are examples of RTK inhibitors that have been approved for the treatment of mast cell tumors in dogs [18, 20]. A stable expression of the therapeutic target and its downstream molecules in the utilized cell line is essential for conducting a preclinical study [22–24]. Consequently, genomic and transcriptomic profiling of cell lines in direct comparison to their respective original tumor tissues, as performed in the present study, are highly recommended [11, 13]. Tumor type-specific chemotherapy, on the other hand, relies on agents which are effective in the majority of cases in a heterogenous population of patients. Taking into account the enormous intra- and intertumoral heterogeneity of canine prostate cancer in dogs and men [1, 25, 26], chemosensitivity tests conducted on a panel of cell lines are of more practical use than those involving single cell lines [27]. Recognizing this, the United States National Cancer Institute launched a screen of a panel of 60 human tumor cell lines more than 20 years ago; the screen is known as NCI-60 and is still active [27, 28]. For canine TCC, Dhawan et al. and Rathore et al. established a panel of well-characterized K9TCC cell lines [11, 29, 30]. Furthermore, a number of canine PAC cell lines have been profiled for different features as well [2, 31–37].

The present study aims to contribute to the existing knowledge of prostate cancer with the comprehensive transcriptomic characterization of a panel of four PAC, two PAC metastasis and three TCC cell lines and their original tumor tissues. Basic features of this sample set have been reported previously, including medical patient data, histopathology, doubling time, growth behavior, immunophenotype and chemosensitivity towards doxorubicin, carboplatin and meloxicam [37]. Continuing from that point, the cell lines are herein investigated in direct comparison to their original tumor tissue using whole-transcriptome sequencing (Fig. 1). Whole-transcriptome sequencing is a high-throughput technology that is already used in veterinary and comparative oncology [38, 39]. It provides an overview of the complete gene expression landscape and enables detailed single gene expression analyses of therapeutically relevant targets [10, 21, 40, 41]. Specifically, the comparative characterization of the transcriptome of cell lines and their original tumor tissues as performed here has been proved a powerful approach to identify similarities and discrepancies between them [42]. Alas, for many established cell lines, the original tumor tissue is not available or its quality is unsuitable for RNA sequencing and therefore, transcriptome level comparisons are rare [42]. Comparing cell lines to the original tumor tissue in a whole-transcriptome sequencing approach, this study revealed conserved patient-specific characteristics, EMT-properties and downstream PI3K-AKT signaling, along with unique therapeutic target signatures and cell-culture-related adaptations. Together, these data provide suggestions as to which cell line might be the most suitable in vitro model to assess a specific therapeutic approach targeting canine metastatic prostate cancer.

**Fig. 1:**
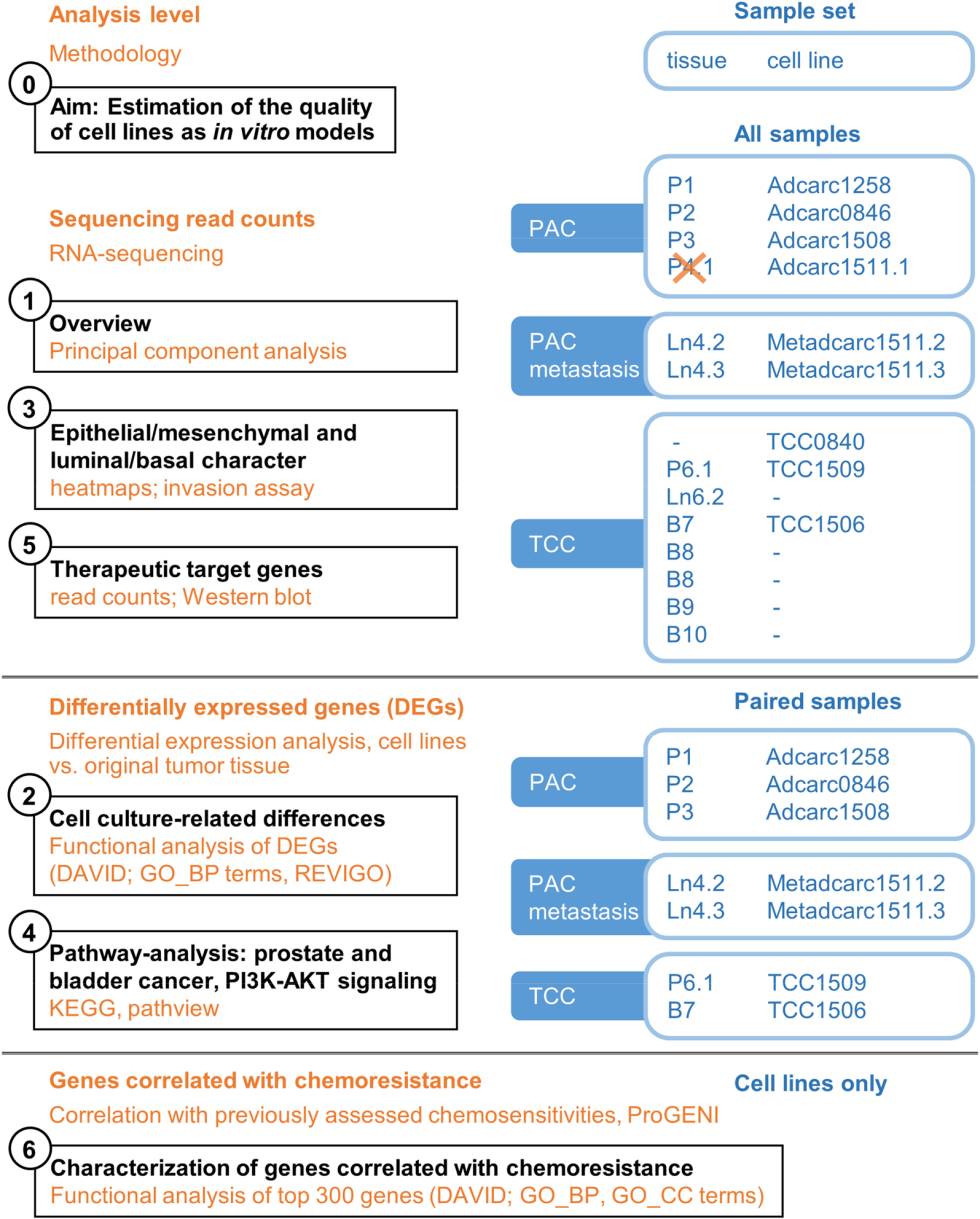
Study design

## Materials and methods

### Ethical statement, tissue samples and cell lines

Tissue samples and one fine needle-aspiration biopsy of suspected prostate or bladder carcinomas were collected from ten patient dogs at the Small Animal Clinic, University of Veterinary Medicine Hannover, Foundation, Hannover, Germany between 2003 and 2015 with the consent of the patients’ owners (Table 1). From one PAC patient (P4) and one TCC patient (P6), additional tissue samples of lymph node metastases were collected.

**Table 1:** Patients, tissue samples and cell lines

Patient	Original tissue	Histopathological classification	Cell line	Former name
1	P1	PAC	TihoDPro**Adcarc1258**	CT1258
2	P2	PAC	TihoDPro**Adcarc0846**	DT08/46
3	P3	PAC	TihoDPro**Adcarc1508**	DT15/08
4	P4.1^a^	PAC	TihoDPro**Adcarc1511.1**	none
	Ln4.2	PAC metastasis	TihoDPro**Metadcarc1511.2**	none
	Ln4.3	PAC metastasis	TihoDPro**Metadcarc1511.3**	none
5	n.a	TCC^b^	TihoDProCarc/**TCC0840**	DT08/40
6	P6.1	TCC	TihoDPro**TCC1509**	DT15/09
	Ln6.2	TCC metastasis	None	
7	B7	TCC	TihoDUrt**TCC1506**	DT15/06
8	B8	TCC	None	
9	B9	TCC	None	
10	B10	TCC	None	

Original tissue (P, Prostate; B, urinary bladder; Ln, lymph node); cell lines’ names are explained as institution (Tiho, University of Veterinary Medicine Hannover); species (D, dog); tissue origin (Pro, prostate; Urt, urinary tract (urinary bladder)); diagnosis (Adcarc, adenocarcinoma; Carc, carcinoma; Metadcarc, metastasis of an adenocarcinoma); abbreviations of cell lines written in bold; none, cell lines have not been published yet; n.a., cell line was established from leftover cells from diagnostic fine needle aspiration biopsy, as the patient owners declined surgery and necropsy; ^a^RNA quality not sufficient; ^b^diagnosis by cytology of cells obtained by fine needle aspiration biopsy; former name: cell lines were previously published under different names [43, 44]

Each tissue sample was subsequently divided into three parts: The first part (“original tissue”) was fresh frozen in liquid nitrogen and stored at −80 °C until RNA isolation. The second part was histopathologically classified into PAC or TCC by a certified and experienced pathologist. Modified Gleason scores were between 8 and 10; metastasis confirmed in nearly all cases [37]. Cell lines were established from the third part from four PAC patients, two additional lymph node metastases of a PAC patient (P4), and three TCC tissues [37]. Cell lines were established as previously described (Table 1) [37]. Culturing conditions were Medium 199 (Life Technologies GmbH, Darmstadt, Germany) containing 10% fetal calf serum (FBS Superior, Biochrom GmbH, Berlin, Germany), 200 IU/ml penicillin and 200 mg/ml streptomycin (Biochrom GmbH) at 37 °C in humidified air.

Each cell line was seeded in T25 flasks in triplicate beyond passage 60. At 70–80% confluency, cells were detached with TrypLE™Express (Life Technologies GmbH, Darmstadt, Germany), pelleted, fresh frozen in liquid nitrogen and stored at −80 °C until further use.

In accordance with German national legislation, this study does not require ethical approval, as all tissue samples were collected from: (1) a dog that was euthanized due to poor prognosis; or (2) a bladder cancer that was surgically removed as part of treatment; or (3) leftover material from a diagnostic fine needle aspiration biopsy.

### Isolation of total RNA, library preparation and sequencing

RNA from cell pellets was isolated using the RNeasy Mini Kit (Qiagen GmbH, Hilden, Germany), in accordance with the manufacturer’s protocols. For tissue samples, the AllPrep DNA/RNA/miRNA Universal Kit (Qiagen GmbH) was utilized as previously described [45]. RNA was quantified photometrically on a take3 plate in a Synergy2 plate reader (BioTek Instruments GmbH, Bad Friedrichshall, Germany). Samples with RNA integrity numbers ≥ 5.2 measured with RNA 6000 Nano LabChip on an Agilent Bioanalyzer 2100 (Agilent Technologies Inc., Santa Clara, CA, USA) were further processed for library preparation using the NEBNext Ultra RNA preparation kit (New England Biolabs Inc., Ipswich, MA, USA). Tissue sample P4.1 was excluded due to low RNA integrity numbers in three independent trials of RNA-isolation. Single read sequencing was conducted on an Illumina NextSeq500 platform (Illumina Inc., San Diego, CA, USA) with a read length of 75 bp. For cell line Adcarc1258 and tissue samples P1 and P3, sequencing data of previously published experiments were used (Gene Expression Omnibus database accession identifier [45] GSE122916, samples PT-1 for P1 and PT-6 for P3). For cell line Adcarc1258, sequencing data of triplicates that served as solvent control (0.15% V/V DMSO) were used from a previous study (GSE162832) [46].

### RNA-seq data preprocessing

Sequencing reads were trimmed and filtered using trimmomatic (v0.36, [47]) with parameters “-phred33, HEADCROP:11 LEADING:20 TRAILING:20 AVGQUAL:20 MINLEN:25”. Reads were mapped to the dog reference genome (Ensembl CanFam 3.1) [48] and corresponding gene model annotation (v94) using STAR (v2.5.3, [49]) with parameters: “–sjdbOverhang 100 –outSAMtype BAM SortedByCoordinate –quantMode TranscriptomeSAM GeneCounts”. RSEM (v.1.3.0, [50]) was used to quantify gene expression with parameters “–bam –no-bam-output”. Finally, for each library, read counts derived from multiple lanes were added together.

### Differential expression analysis

Differential expression analysis was conducted with the DESeq2 R package [51]. Only protein-coding genes were considered for the analysis. Read counts from technical triplicates were pooled before the analysis. Differential expression analysis was performed separately for each histopathological classification (PAC, PAC metastasis and TCC), using only samples for which both the original tissue and a cell line were available (Fig. 1). Expression was compared between original tissues and cell lines. The PAC and TCC samples originated from three (P1, P2 and P3) and two (P6 and P7) patients, respectively. The design formula used for the corresponding differential expression analyses controlled for patient effects (“design =  ~ Patient + Type”, where “Patient” stands for the patient identifier and “Type” for the sample type, i.e., “original tissue” or “cell line”). The two PAC metastasis samples were derived from the same patient (P4); in this case, the design formula controlled for the biological replicate. Genes that (i) had an adjusted P-value smaller than or equal to 0.01; (ii) exhibited a fold-change greater than or equal to 2; and (iii) featured ten or more read counts in all original tissue samples or in all cell lines considered in the specific differential expression analysis were regarded as differentially expressed gene (DEG).

### Expression values

Expression values were obtained by applying the regularized logarithm transformation implemented in the rlog() function of the DESeq2 R package [51] to the raw read counts; no experimental design (“design =  ~ 1”) was used for this purpose.

### Visualization of gene expression profiles

Gene expression profiles (z-scores of the regularized-logarithm transformation) were visualized as heatmaps with the pheatmap() function from the homonymous R package [52]. Clustering of genes was performed based on the Euclidean distance, using the complete linkage algorithm.

### Examination of the specific invasive potential of each cell line

An invasion assay was performed to study EMT and metastatic potential of the nine cell lines. Thereby, cells which were allowed to migrate through an artificial basement membrane, attracted by a serum-containing medium, were quantified. In preparation, cell culture inserts with 8 µm pores in transparent PET membranes (Falcon ®, Corning Inc., Corning, NY, USA) were placed into 12 well plates and coated over night with 200 µg/ml basement membrane extract (Cultrex ®, Bio-Techne Corp., Minneapolis, MN, USA) in serum-free Medium 199 (Life Technologies GmbH). Additionally, the cells were starved overnight in serum-free medium. The next day, the starved cells were seeded with a density of 2.5 × 10^5^ cells per insert in serum-free medium. The lower chambers of the wells were filled in duplicates with medium containing 10% serum as attractant, or with serum-free medium as controls. After 48 h of incubation, non-invasive cells were removed from the upper chamber with moistured cotton swabs and two washing steps with PBS. The remaining invasive cells were fixed in 10% formalin for 10 min and permeabilized by methanol for 20 min, both followed by washing twice in PBS. Subsequently, the cells were stained for 2 min with 1% crystal violet, washed three times and allowed to dry. Pictures of three representative areas on each membrane were taken with a DMI600 B microscope (Leica Microsystems, Wetzlar, Germany) in 100× magnification using the LAS AF 2.6.0 software. Finally, the area covered by invasive cells was quantified using Image J 2.0.0. The experiment was conducted three times independently. Means were compared by univariate ANOVA followed by a Ryan-Einot-Gabriel-Welsch post-hoc test using SAS Enterprise Guide® 7.15.

### Functional analysis

Functional analysis of DEGs was performed with DAVID (Database for annotation, visualization and integrated discovery tool) [53, 54], based on Gene Ontology Biological Processes (“GOTERM_BP_DIRECT”), Gene Ontology Cellular Component (“GOTERM_CC_DIRECT”) and a false discovery rate (FDR) of less than 5% as level of significance. The set of all 19,574 protein-coding genes in the dog genome was used as background. Retrieved enriched biological processes (GO_BP terms) were further categorized using REVIGO (reduce + visualize gene ontology) [55].

### Expressed genes

For PAC, PAC metastasis and TCC, a gene was considered expressed if it showed a minimum of ten reads in each cell line sample and/or each tissue sample.

### Visualization of relevant pathways

The fold-changes of the DEGs in the Kyoto Encyclopedia of Genes and Genomes (KEGG) [56–58] prostate cancer pathway (cfa05215), bladder cancer pathway (cfa05219), and PI3K-Akt signaling pathway (cfa04151) were visualized with the Pathview web tool [59]. The analysis was performed using Ensembl gene IDs. When one box represented multiple genes, the mean log2 foldchange was displayed.

### Examination of specific targets at protein level by Western blot

All nine cell lines were washed three times with ice cold PBS and detached by scraping in RIPA buffer containing cOmpleteTM Mini Protease Inhibitor Cocktail (Roche GmbH, Mannheim, Germany). After cell lysis by ultrasound (Bandelin, Berlin, Germany), protein concentrations were determined by Bradford Assay (Bio-Rad Laboratories GmbH, Feldkirchen, Germany). Next, 30 µg cell lysate per well was separated by electrophoresis in Criterion™ TGX™ gels and blotted onto PVDF membranes using the Trans-Blot Turbo Transfer System (Bio-Rad Laboratories GmbH). The membranes were blocked in Odyssey blocking buffer (LI-COR Biosciences GmbH, Bad Homburg, Germany) diluted 1:3 in PBST for one hour at room temperature. Afterwards, the membranes were incubated with primary antibodies against PI3K-p110α (#4249, 1:1000), PI3K-p85 (#4292, 1:1000), Akt (#9272, 1:1000) and β-Actin (#4970, 1:5000) (all Cell Signaling Inc., Danvers, MA, USA) diluted in 1:5 blocking buffer in PBST at 4 °C overnight. The next day, the membranes were washed again, followed by incubation with fluorescence-labeled secondary antibodies (IRDye 800CW goat anti rabbit, LI-COR Biosciences GmbH) for one hour at room temperature. After three further washing steps, fluorescence signals were detected by a LI-COR Imager with Image Studio Lite software (LI-COR Biosciences GmbH). The Western blot analysis was repeated three times with subsequent passages. Protein lysates of the lymphoma cell lines GL-1 (canine), NALM-6 and SEM (both human) served as positive controls.

### Human orthologs to canine genes

Human orthologs of canine genes were identified using the table of orthologous genes retrieved from Ensembl BioMart [60] on November 28, 2018. Specifically, canine Ensembl Gene IDs were used to obtain human Ensembl Gene IDs. Only genes with an orthology confidence score of 1 were considered orthologs. Among 19,574 Ensembl Gene IDs of canine protein-coding genes, 16,065 had an ortholog; in turn, the orthologs involved a total of 15,436 human Ensembl Gene IDs.

### Identification of genes correlated with chemoresistance

Half maximal inhibitory concentrations of doxorubicin and carboplatin for all nine analyzed cell lines measured in metabolic activity and cell count in a previous study [37] were correlated with log2 transformed read counts of the present dataset. The ProGENI correlation [61] was guided by a network obtained from the STRING database for the species canis lupus [62]. To match the gene expression data with the network information from SRTRING, Ensembl gene IDs were converted to Ensembl protein IDs by the bioDBnet conversion web tool [63] prior to analysis.

Furthermore, the top 300 genes ranked by ProGENI for doxorubicin or carboplatin resistance based on either metabolic activity or cell count were subjected to functional analysis with DAVID [53, 54]. Human orthologs of the identified top 300 genes were used, as up to now, the description of biological processes is described in much more detail for humans than for dogs. The complete set of 15,436 human orthologs of all 19,574 protein-coding genes in the dog genome was used as background. The level of significance was set to a false discovery rate (FDR) of less than 5%.

## Results

### PAC and TCC cell lines conserved characteristics of their original tumor tissue despite large culture-induced gene expression changes

This study characterized seven cell lines of canine urinary tract cancer in direct comparison to their original tumor tissues. 

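RNA sequencing data of 8 cell lines and 9 original tissues were re-analysed. The cell lines were Adcarc0846, Adcarc1508 and Adcarc1511.1 from PAC, Metadcarc1511.2 and Metadcarc1511.3 from PAC metastases, and TCC0840, TCC1506 and TCC1509 from TCC. The tissues were the PAC sample P2, the PAC metastases Ln4.2 and Ln4.3, the TCC samples P6.1, B7, B8, B9 and B10, and the TCC metastasis Ln6.2. The cell line Adcarc1258 and the tissues P1 and P3 were not used here. Adcarc0846 and TCC0840 had 2 libraries each, the other 6 cell lines had 3, and every tissue had 1. The libraries were sequenced on 4 lanes each. The authors aligned the reads with STAR, estimated expected counts per gene with RSEM and deposited these without normalization. The lanes of a library and the libraries of a cell line were summed here, since the paper pooled its technical replicates, and the sums were rounded to whole numbers. The cell line libraries held between 15355798 and 19935282 expected counts, with a median of 17631418. The pooled cell lines held between 33500674 and 55488800, with a median of 51883923, and the tissues between 11920463 and 18086895, with a median of 14840708. The lanes of a library differed by little more than counting noise, with a ratio of observed to expected variation between 1.05 and 1.13, where 1 stands for counting noise alone. Libraries of the same cell line differed by 8.30 to 52.7 times the counting noise. For 20 of the 22 cell line libraries, the nearest library came from the same cell line. The exceptions were replicate 1 of Metadcarc1511.2 and replicate 1 of Metadcarc1511.3, which were nearest to each other. The counts are listed by Ensembl identifier for 32183 genes, and 1120 of these identifiers could be paired with a symbol through Table 2, the figure legends and Additional file 2. Genes named by the paper without an identifier were therefore not analysed here. Biotypes were not paired with the identifiers either, so all genes were analysed in place of the protein-coding genes.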

Previous histopathological examination [37] of the same samples had classified three of the tumor samples as PAC, two as PAC metastasis and two as TCC (Table 1). 

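PCA was repeated on the rlog values of all 32183 genes in the 17 pooled samples. On PC1, the 8 cell lines had scores of at least 94.3, and the 9 tissues had scores of at most 23.7. The tissue closest to the cell lines was B7, and the cell line closest to the tissues was TCC1506, which was derived from B7. Cell lines and tissues were also separated on PC1 with log2 CPM (counts scaled to the library size), with genes scaled to unit variance, with the 500 most variable genes, and with the 31 libraries not pooled.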

Principal component analysis (PCA) of the transcriptomic profiles of all samples clearly distinguished between cell lines and tissue samples (Fig. 2). Specifically, principal component (PC) 1 explained 49.5% of the variance in the data and separated cell lines from tissue samples; PC2 explained 11.63% of the variance in the data and mainly differentiated between two groups of original tissue samples: PAC, including PAC metastasis, and TCC (Fig. 2A). 

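In the 17 samples analysed here, PC1 explained 50.7% of the variance (jackknife standard error 5.27), PC2 10.7% (2.13) and PC3 6.205% (0.979). With each sample left out in turn, the share of PC1 stayed between 47.9% and 52.7%. The share of PC1 moved most with the 500 most variable genes, where it was 78.8%. On PC2, the TCC tissues P6.1, B7, B8, B9 and B10 had scores between 23.1 and 102.6. The PAC tissue P2 had a score of -66.8, and the PAC metastases Ln4.2 and Ln4.3 had scores of -47.9 and -33.1. The TCC metastasis Ln6.2 had a score of -72.2, on the side of the PAC tissues.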

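On PC2, TCC1509 had a score of -59.5, while TCC0840 had 49.2 and TCC1506 had 24.0. The PAC cell lines Adcarc0846 and Adcarc1508 had scores of 1.47 and 3.78, and Adcarc1511.1 had -45.0. The metastasis cell lines had -52.1 (Metadcarc1511.2) and -46.9 (Metadcarc1511.3). Adcarc1258 was not used here.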

Based on PC2, the cell lines Adcarc1258 and TCC1509 were relatively far apart from other cell lines corresponding to the same histopathological classification. PC3 explained 6.25% of the variance in the data (Fig. 2B). 

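The 5 samples of patient 4 had PC3 scores between 17.6 (Ln4.2) and 38.8 (Metadcarc1511.2). The scores of patient 6 were -30.3 (P6.1), -33.5 (Ln6.2) and -37.7 (TCC1509), and those of patient 7 were -79.5 (B7) and -116 (TCC1506). For patient 2, P2 had -3.42 and Adcarc0846 had 30.3. The other samples, each the only one of its patient, had scores between 9.25 (B9) and 43.4 (B10), a range that overlaps that of patient 4.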

PC3 distinguished between different patients. Note that for completeness, this analysis also included two cell lines without available tissues (one PAC and one TCC) and four tissue samples from which no cell line had been derived (three TCC and one TCC metastasis).

**Fig. 2:**
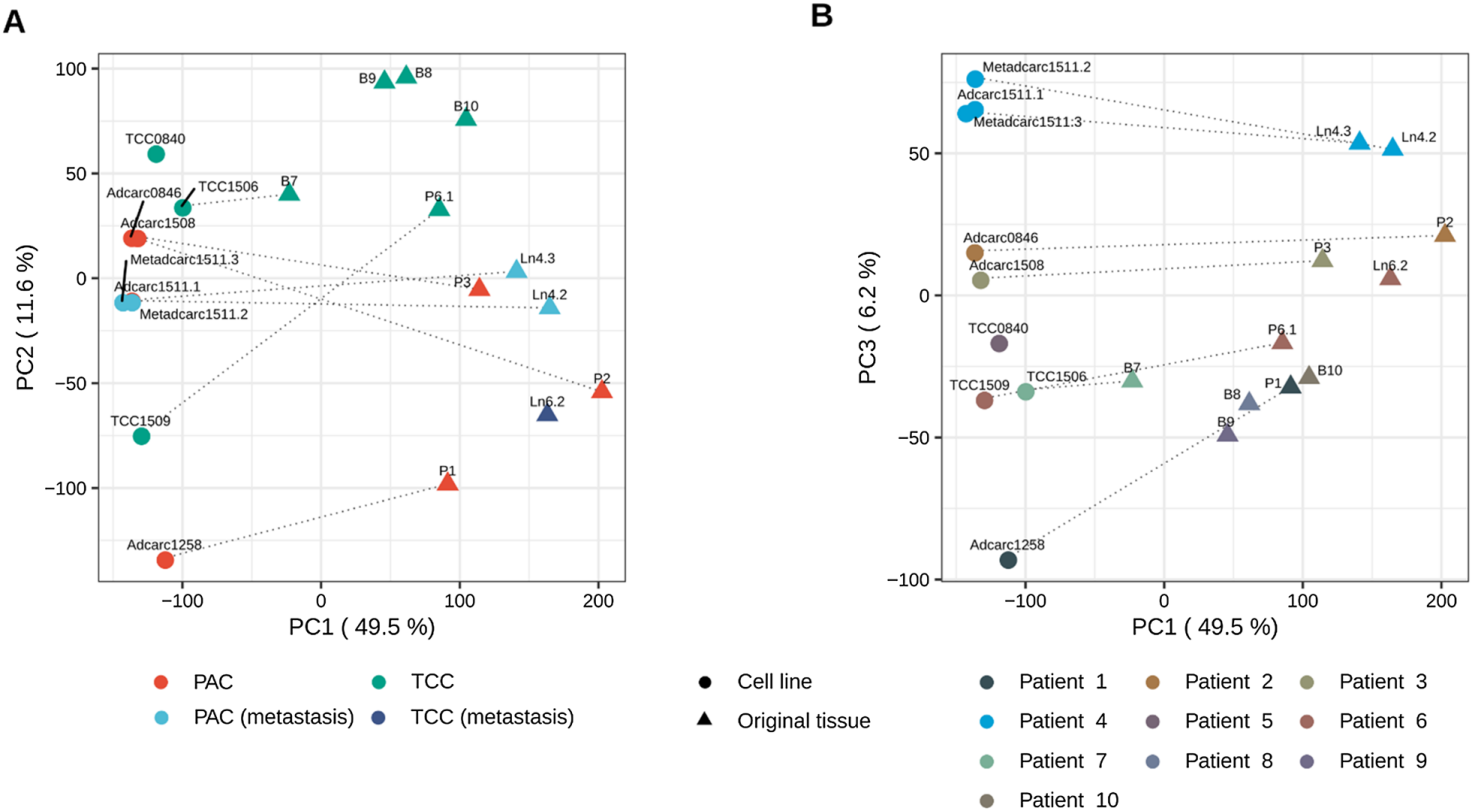
Principal component analysis (PCA) of all samples based on the expression values of 19,574 protein-coding genes. **A** The first principal component (PC1) explaining 49.5% of the variance in the data separates cell lines from tissue samples. **B** PC3 explaining 6.3% of the variance in the data distinguishes between the specific patients. Dashed lines connect the cell line and original tissue of a given patient (“paired samples”)

### Immune response, cell adhesion and angiogenesis were commonly downregulated in PAC and TCC cell lines

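In the PAC metastasis class, Metadcarc1511.2 and Metadcarc1511.3 were compared with their original tissues Ln4.2 and Ln4.3. In the TCC class, TCC1509 and TCC1506 were compared with P6.1 and B7. By their sample numbers, Metadcarc1511.2, Metadcarc1511.3 and TCC1509 appear to be in another series of libraries than all tissues. For a single gene in these pairs, a difference between the series cannot be told apart from one between cell line and tissue. Adcarc0846, TCC0840 and most libraries of TCC1506 appear to share the tissues' series. All cell lines still had PC1 scores of at least 94.3, and all tissues of at most 23.7. On PC1, Adcarc0846 was 340.8 from its tissue P2, the largest distance of all pairs, and TCC1506 was 70.6 from B7, the smallest. These values argue against the series as the explanation of the separation on PC1. Of the PAC class, only the pair of Adcarc0846 and P2 was available for comparison, so that no test was possible. Genes with at least 10 counts in both tissues or in both cell lines of a class entered edgeR's quasi-likelihood test with the pair as a covariate. They were called DEGs at a Benjamini-Hochberg adjusted p of at most 0.01 and a fold change of at least 2. In PAC metastasis, 1701 of 15123 genes were DEGs. In TCC, 0 of 13599 genes were DEGs, and 845 had an unadjusted p under 0.05. DESeq2's Wald test with the same design called 4841 genes in PAC metastasis and 486 in TCC, and edgeR with a dispersion shared by both classes called 0 in each. Across genes, which are not independent replicates, the log2 ratios of the 2 pairs had a correlation of 0.92 in PAC metastasis and 0.375 in TCC. The SD of the difference between the pairs' log2 ratios was 1.11 in PAC metastasis and 2.40 in TCC, and edgeR's common dispersion was 0.0759 and 0.462. Both pairs of PAC metastasis come from the same dog, while those of TCC come from 2 dogs. The spread, standard errors and p-values of PAC metastasis therefore do not cover variation between dogs. Among the DEGs of PAC metastasis with a symbol, edgeR's log2 fold change was lowest for DCN, SPARC, COL6A2, EFEMP1 and MMP2. All 5 had 0 counts in both cell lines, so that their decrease against a floor of 3 counts was at least 1371-fold for DCN, 9131-fold for SPARC, 6779-fold for COL6A2, 1214-fold for EFEMP1 and 3067-fold for MMP2. DCN, EFEMP1 and MMP2 were not called when the pair was left out of the model. With 0 counts in both cell lines, the rank of these 5 genes is not a measured one. COL1A1 and COL1A2 were also DEGs, with 1 and 7 and with 2 and 4 counts in the cell lines. In the pairs of Metadcarc1511.2 and Metadcarc1511.3, the log2 ratios were -18.7 and -14.3 for COL1A1 and -17.5 and -14.3 for COL1A2. In each pair these were lower than the ratios of all 5 genes, of which the lowest were -16.4 (DCN) and -14.1 (SPARC). All of these ratios were calculated with about 1 count added, which sets the values of the 5 genes with 0 counts. Against the floor of 3 counts, those of DCN and SPARC were -15.4 or lower and -13.2 or lower. Among the DEGs with a symbol, the highest log2 fold changes were those of ODAPH, TMEFF2, SH2D5, NR1H4 and GNPNAT1. Of the 1120 symbols, 1096 came from Additional file 2, which ranks genes by drug resistance in the paper's cell lines. The paper describes both metastasis cell lines as particularly resistant to doxorubicin, so this selection is not independent of them. Both lists of 5 genes are the strongest changes within the selection, not among all genes. ODAPH had 0 counts in both tissues and was at least 81-fold higher in the cell lines, and DESeq2 did not call it. The log2 fold change was 5.51 for TMEFF2 (standard error 0.28, edgeR adjusted p = 0.00441), 5.38 for SH2D5 (0.33, 0.00456), 5.02 for NR1H4 (0.28, 0.00441) and 3.11 for GNPNAT1 (0.16, 0.00441).

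**Figure D1:**
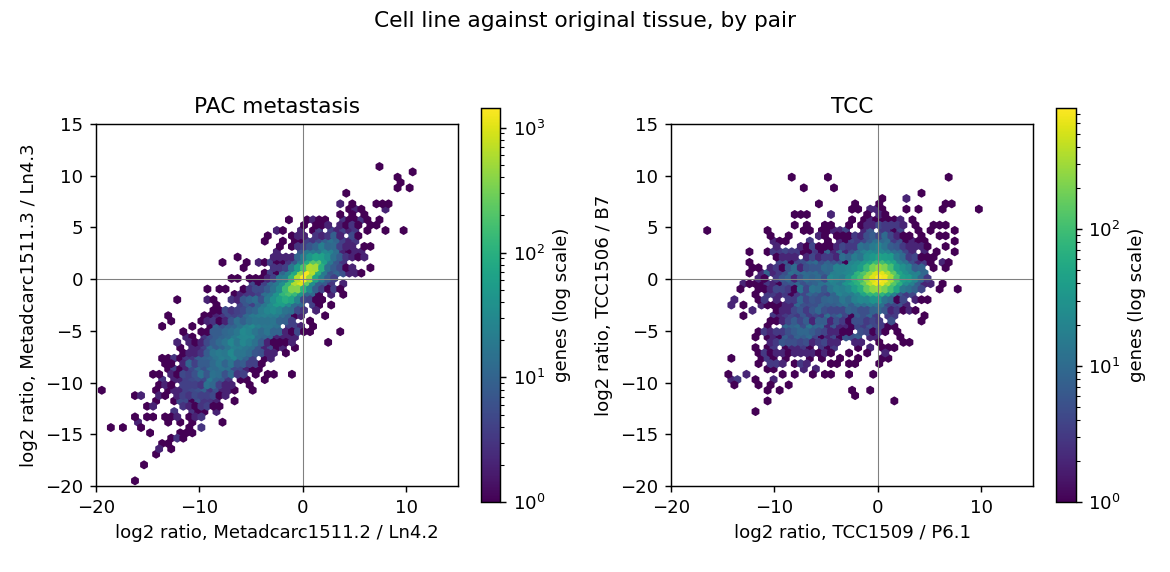
Log2 ratios of cell line to original tissue for the genes tested in PAC metastasis (left) and TCC (right), with one pair on each axis. The color gives the number of genes per hexagon on a log scale. The ratios of the 2 pairs had a correlation of 0.92 in PAC metastasis and 0.375 in TCC. The pairs of PAC metastasis come from the same dog and those of TCC from different dogs.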

Separate analyses for PAC, PAC metastasis, and TCC revealed 1743, 3941 and 463 DEGs, respectively, between the cell lines and their original tumor tissues when controlling for patient-specific effects (Methods). 

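Additional file 1 lists the DEGs of the paper behind each enriched term by their Ensembl identifiers. For PAC metastasis it lists 225 genes. Of these, 196 were at least 2-fold lower in both cell lines than in their tissues, 131 were DEGs by edgeR and 210 by DESeq2. Lower by at least 2-fold in both pairs were 136 of the 155 genes of the immune response terms, 18 of the 20 of the cell adhesion terms and 41 of the 54 of the terms on endodermal cell differentiation. For TCC the file lists 101 genes, of which 98 were at least 2-fold lower in both pairs. These were 65 of the 68 immune response genes, 29 of the 30 cell adhesion genes and 16 of the 16 genes of endodermal cell differentiation. None of the 101 was a DEG by edgeR, and all 101 were DEGs by DESeq2. Of all genes tested, 22.5% were at least 2-fold lower in both pairs of PAC metastasis and 8.38% in both pairs of TCC. These listed genes are the paper's own DEGs in the same samples, and the enrichment itself was not repeated.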

Independently of the histological classification of the samples, biological processes (GO_BP terms) enriched among the identified DEGs were associated with immune response, cell adhesion and angiogenesis/endodermal cell differentiation (Additional file 1). In addition, the DEGs in PAC samples were enriched in genes related to collagen fibril organization, calcium ion transport, lipoprotein metabolism and negative regulation of viral genome replication. 

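Of the 1701 DEGs of PAC metastasis by edgeR, 1446 (85.0%) were lower and 255 were higher in the cell lines. The 95% Wilson interval of that share is 83.2% to 86.6%, and it treats the genes as independent, which they are not. With DESeq2, 3354 DEGs (69.3%) were lower and 1487 were higher. In TCC, where edgeR called none, 460 of the DEGs by DESeq2 (94.7%) were lower and 26 were higher. Counted without a test, 3407 genes were at least 2-fold lower and 1405 at least 2-fold higher in both pairs of PAC metastasis. In TCC, these numbers were 1139 and 474, and 738 genes changed at least 2-fold in opposite directions in the 2 pairs, against 66 genes in PAC metastasis.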

Most of the DEGs (98%, 68% and 94%, respectively) were downregulated in the cell lines relative to the original tissue samples (Fig. 3). The majority of DEGs (2445; 62%) in the PAC metastasis samples were not differentially expressed in the PAC or TCC samples. In contrast, only 287 (17%) and 57 (12%) of the DEGs in the PAC and TCC samples were exclusive to PAC and TCC, respectively. 

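Since no gene was a DEG in TCC by edgeR, no DEG of PAC metastasis was shared with TCC under that test. With DESeq2, 401 DEGs were shared by PAC metastasis and TCC, of which 379 were lower in both classes, 12 were higher in both and 10 had opposite directions. The other 4440 DEGs of PAC metastasis (91.7%) were not DEGs in TCC. Sharing with PAC was not analysed here. The difference between the cell line effects of the 2 classes was also tested directly, as an interaction in 1 fit over the 8 samples. By edgeR, 0 of 15429 genes differed between the classes at an adjusted p of at most 0.01, and 1503 had an unadjusted p under 0.05. By DESeq2, 454 genes differed.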

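With DESeq2, 85 of the DEGs in TCC (17.5%) were not DEGs in PAC metastasis. The share that is exclusive to TCC once PAC is considered was not analysed here.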

A total of 310 DEGs were shared among all three histopathological classifications. The majority of DEGs, specifically 1300 (75%) in PAC, 1599 (41%) in PAC metastasis and 344 (74%) in TCC, featured large log_2_ fold-changes, greater than 5 or smaller than −5.

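By edgeR, 1136 DEGs of PAC metastasis (66.8%, 95% Wilson interval 64.5% to 69.0%) and 0 DEGs of TCC had a log2 fold change beyond 5 in either direction. With DESeq2, the numbers were 1684 (34.8%) and 357 (73.5%). Counted without a test, the log2 ratio was below -5 in both pairs for 1369 genes of PAC metastasis and 218 genes of TCC. It was above 5 in both pairs for 23 and 8 genes. Many of these genes had 0 counts in 1 of the groups, for which the size of the change is a lower bound set by the depth.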

**Fig. 3:**
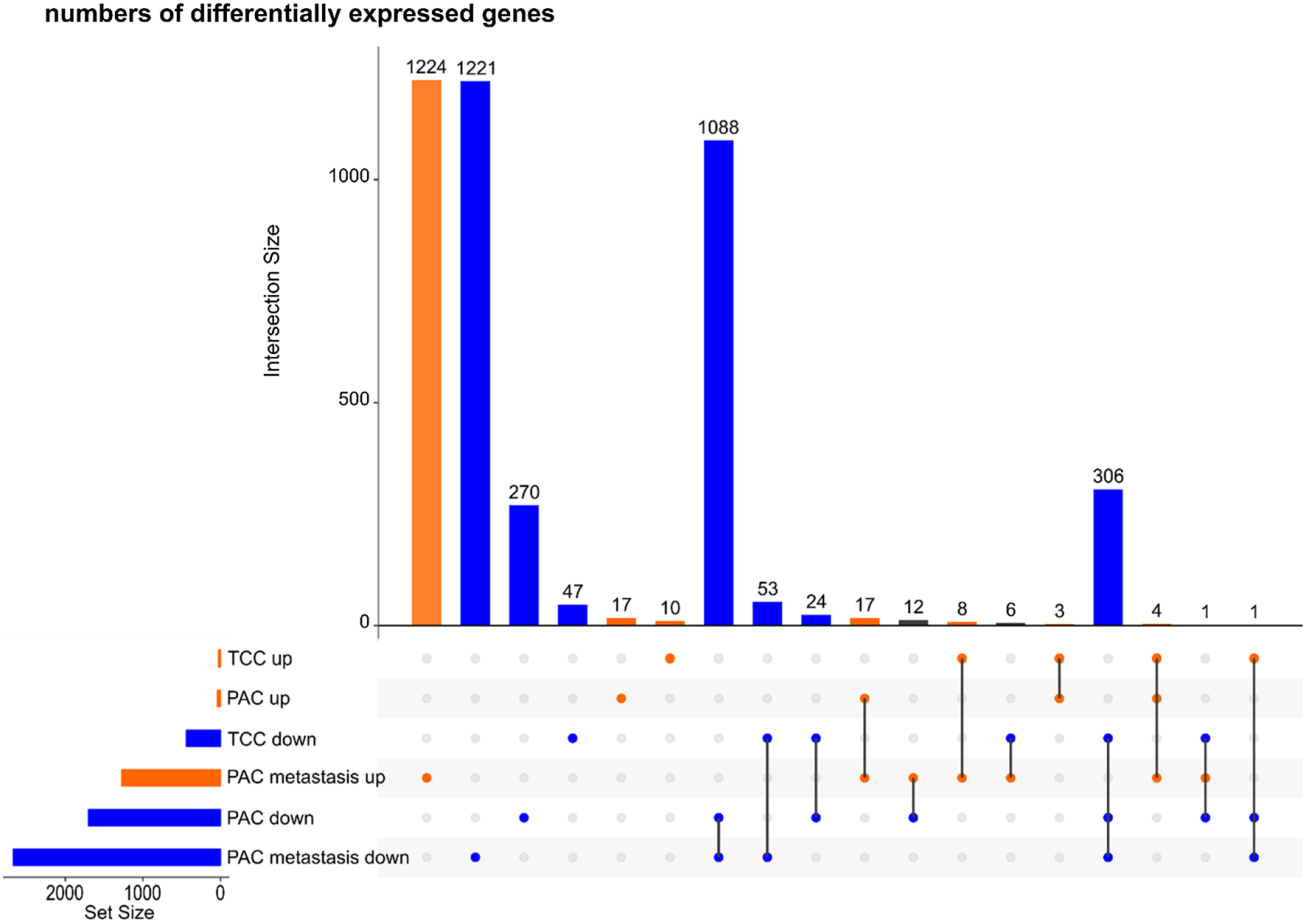
UpSet [64] plot showing the numbers of up- and downregulated genes for each histopathological classification. Intersections are represented as disjoint sets

### Cell lines preserved the epithelial or mesenchymal character of their original tumors

To validate the gene expression data and assess if the cell lines conserve the epithelial or mesenchymal character of their original tissue, an analysis of thirteen genes that had been previously investigated by immunohistochemistry or immunocytochemistry [37] was carried out. With the exception of PAC metastasis (Fig. 4B), most of these genes were not differentially expressed. In the PAC metastasis cell lines, the cytokeratins 7, 8, 14 and 18 were upregulated, while *CNN1* was downregulated (Fig. 4B). In contrast, in the PAC group (Fig. 4A), cell line Adcarc1258, its tumor tissue P1 and the tumor P2 were noticeable due to their relatively low expression of the epithelial cytokeratin genes, *CDH1* and *UPK3A*. Additionally, Adcarc1258 showed a relatively high expression of the mesenchymal marker *VIM* in trend, while the other PAC cell lines and tissue P3 behaved in the opposite manner. Similarly to Adcarc1258, the TCC cell line TCC1509 and the corresponding lymph node tissue Ln6.2 of the same patient had a remarkably high expression of the mesenchymal marker *VIM* (Fig. 4C). In general, TCC1509 appeared to be more similar to the metastasis tissue Ln6.2 than to its original tumor tissue (P6.1, Fig. 4C). 

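The identifiers of the genes in Fig. 4 were not paired with their symbols, so the distance was calculated over 12396 genes with at least 10 counts in all cell lines or in all tissues. By the Euclidean distance of rlog values, TCC1509 was 172.1 from P6.1 and 197.1 from Ln6.2. The ratio of the distance to Ln6.2 and the distance to P6.1 was 1.15. Calculated from log2 CPM, its SD over the 3 libraries of TCC1509 was 0.0157. With log2 CPM the ratio was 1.12, and with z-scores over the TCC samples it was 1.04. The correlation across genes was 0.831 with P6.1 and 0.774 with Ln6.2. The nearest of the TCC tissues was B7, at a distance of 148.2. These distances include the separation of cell lines from tissues. On PC1, TCC1509 had a score of 117.4, P6.1 of -83.2 and Ln6.2 of -167.7. On PC2, TCC1509 had -59.5 and was nearer to Ln6.2 (-72.2) than to P6.1 (23.1). The distance over all expressed genes therefore does not test the similarity in the genes of Fig. 4.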

Another remarkable observation among TCC samples was the fact that TCC1506 showed a relatively low expression of cytokeratins 8 and 18 (Fig. 4C).

**Fig. 4:**
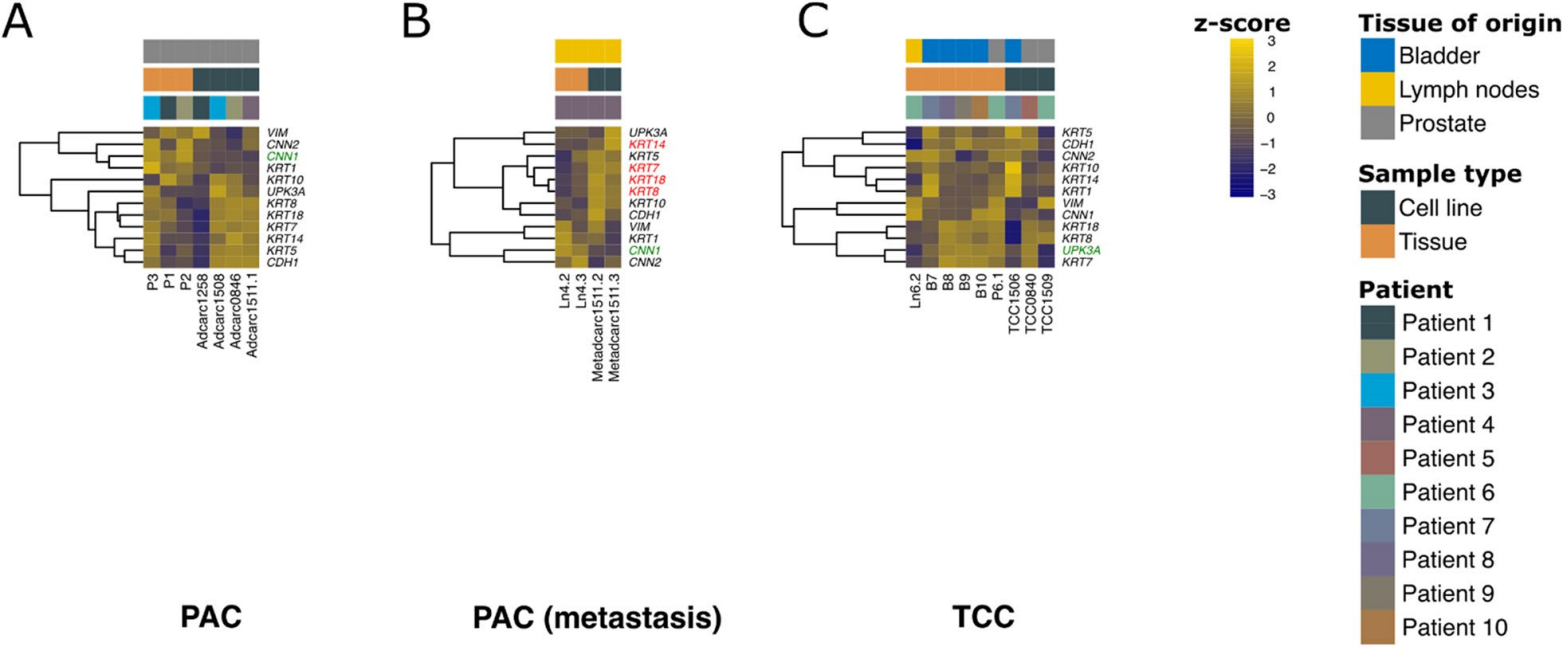
Expression of genes previously analyzed by immunohistochemistry or immunocytochemistry [37] in PAC (**A**), PAC metastasis (**B**) and TCC samples (**C**). DEGs are indicated in green (downregulated in the cell lines relative to their original tissues) and red (upregulated)

### While TCC cell lines conserved basal and luminal characteristics of the original tumor, both were downregulated in PAC metastasis cell lines, and basal features were downregulated in PAC cell lines

In a previous analysis, Dhawan et al. were able to classify their canine TCC tissue samples into a luminal and a basal subtype based on their gene expression profile [65]. Thus, they compiled two gene lists characteristic for basal and luminal subtypes of canine and human bladder cancer [65]. Similarly, human prostate cancer can be segregated into luminal and basal [66]. 

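Of the basal markers, 8 were analysed here, namely TRIM36, EGFR, LAMA3, MSN, RAC2, ALOX5AP, MMP2 and STAT3. In PAC metastasis, RAC2 and MMP2 were DEGs by edgeR, and DESeq2 called TRIM36, LAMA3, ALOX5AP and STAT3 in addition. RAC2 had 9 and 10 counts in the cell lines against 512 and 1273 in the tissues, a log2 fold change of -8.29 (standard error 0.40, edgeR adjusted p = 0.00441). ALOX5AP had 0 counts in both cell lines against 59 and 72 in the tissues (at least 72-fold lower, edgeR adjusted p = 0.0109, DESeq2 adjusted p = 2.65e-09). The log2 fold change was 1.73 for TRIM36 (standard error 0.21, edgeR adjusted p = 0.0115), 2.01 for LAMA3 (0.37, 0.0251), -1.74 for STAT3 (0.22, 0.0123) and -0.36 for MSN (0.25, 0.319). In TCC, 0 of the 8 genes were DEGs by edgeR, and DESeq2 called MMP2 and ALOX5AP. MMP2 had 3 and 9 counts in TCC1509 and TCC1506 against 5029 and 2613 in their tissues. ALOX5AP had 0 and 1 counts against 217 and 19, at least 20-fold lower (edgeR adjusted p = 0.6249, DESeq2 adjusted p = 1.92e-04).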

When analyzing the list of 35 genes associated with basal subtypes in the dataset of the present study, 11, 22 and two genes were differentially expressed in PAC, PAC metastasis and TCC, respectively (Fig. 5). Cell lines and tissue samples generally showed different gene expression profiles (Fig. 5).

**Fig. 5:**
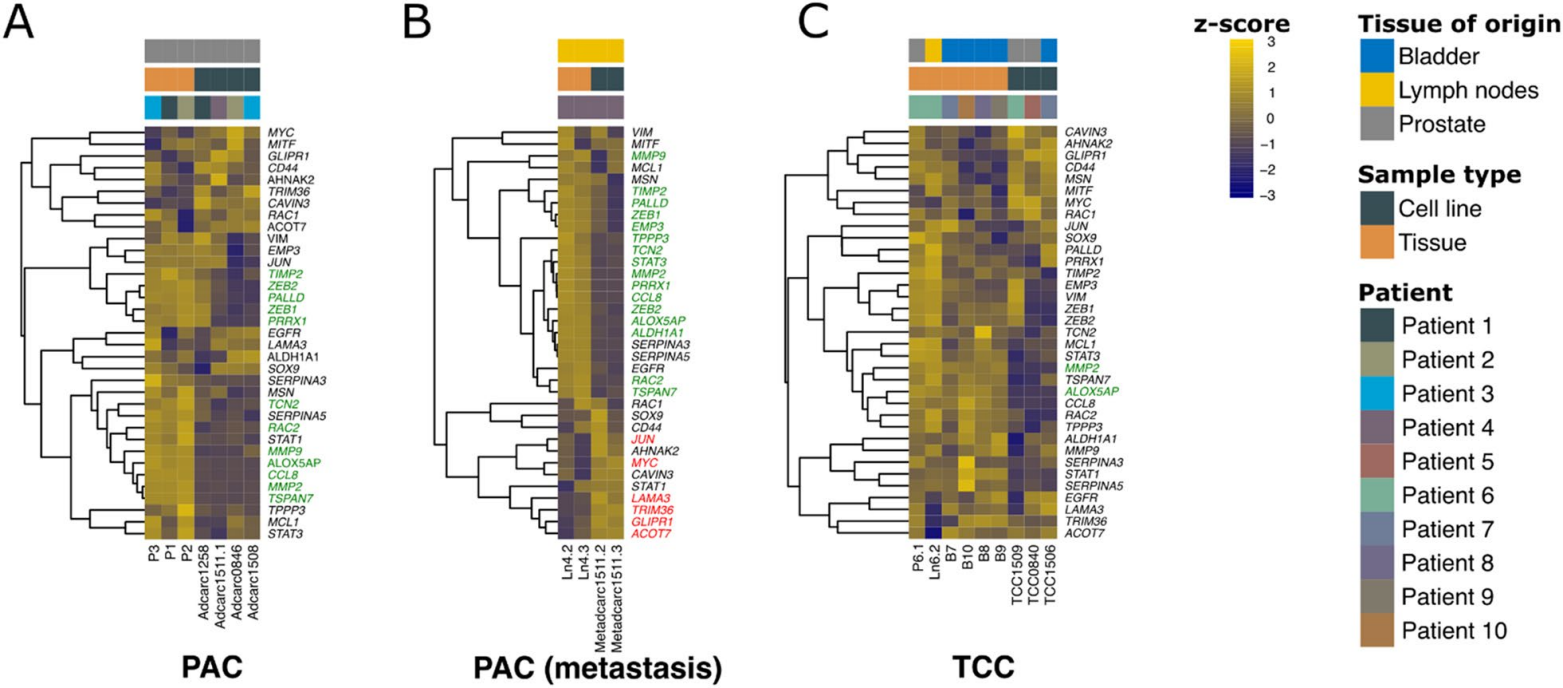
Expression of selected set of basal cell markers [65] in PAC (**A**), PAC metastasis (**B**) and TCC samples (**C**). DEGs are indicated in green (downregulated in the cell lines relative to their original tissues) and red (upregulated)

With the exception of the PAC metastasis samples (Fig. 6B), most of the 29 genes associated with luminal subtypes of canine and human bladder cancer [65] were not differentially expressed. 

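TMPRSS2 and TGM1 were the 2 of the 29 genes that could be paired with an identifier. In TCC, the log2 ratio of TMPRSS2 was -13.01 or lower in the pair of TCC1509, where 0 counts in the cell line were set to a floor of 3, and -2.02 in the pair of TCC1506 (log2 fold change -7.55, standard error 5.58, edgeR adjusted p = 0.905). That of TGM1 was -1.77 and 2.79 (log2 fold change 0.51, standard error 1.84, edgeR adjusted p = 0.968), and the sign of its log2 fold change turned to -0.31 with each library as its own sample. DESeq2 called neither.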

Regarding the extent of luminal characteristics, the individual patients differed. For example, the PAC cell line Adcarc1258 and its corresponding tumor tissue P1 showed generally low expression for these genes (Figs. 5 and 6). The same phenomenon was observed in the TCC group for cell line TCC1509 and the respective lymph node metastasis tissue Ln6.2 (Fig. 6C). 

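TMPRSS2 had 0 counts in TCC1509 and 1 count in Ln6.2, both under the floor of 3 counts. It had 6185 counts in TCC0840 and 110 in TCC1506, and between 143 (B7) and 27196 (B9) in the TCC tissues. TGM1 had 53 counts in TCC1509 and 13 in Ln6.2, against 45 in TCC0840, 710 in TCC1506, and 32 (B7) to 335 (B9) in the TCC tissues. The cell lines have 2 or 3 pooled libraries and the tissues 1.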

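TMPRSS2 was lower in both PAC metastasis cell lines, with 135 and 158 counts against 364 and 498 in Ln4.2 and Ln4.3, a log2 fold change of -3.42 (standard error 0.25, edgeR adjusted p = 0.00568). TGM1 had 38 and 23 counts against 690 and 990, a log2 fold change of -6.64 (standard error 0.43, edgeR adjusted p = 0.00492). DESeq2 also called both genes. The other 27 genes of Fig. 6 were not analysed here.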

Consistently, compared to the respective tissues, both PAC metastasis cell lines showed a less luminal character (Fig. 6B).

**Fig. 6:**
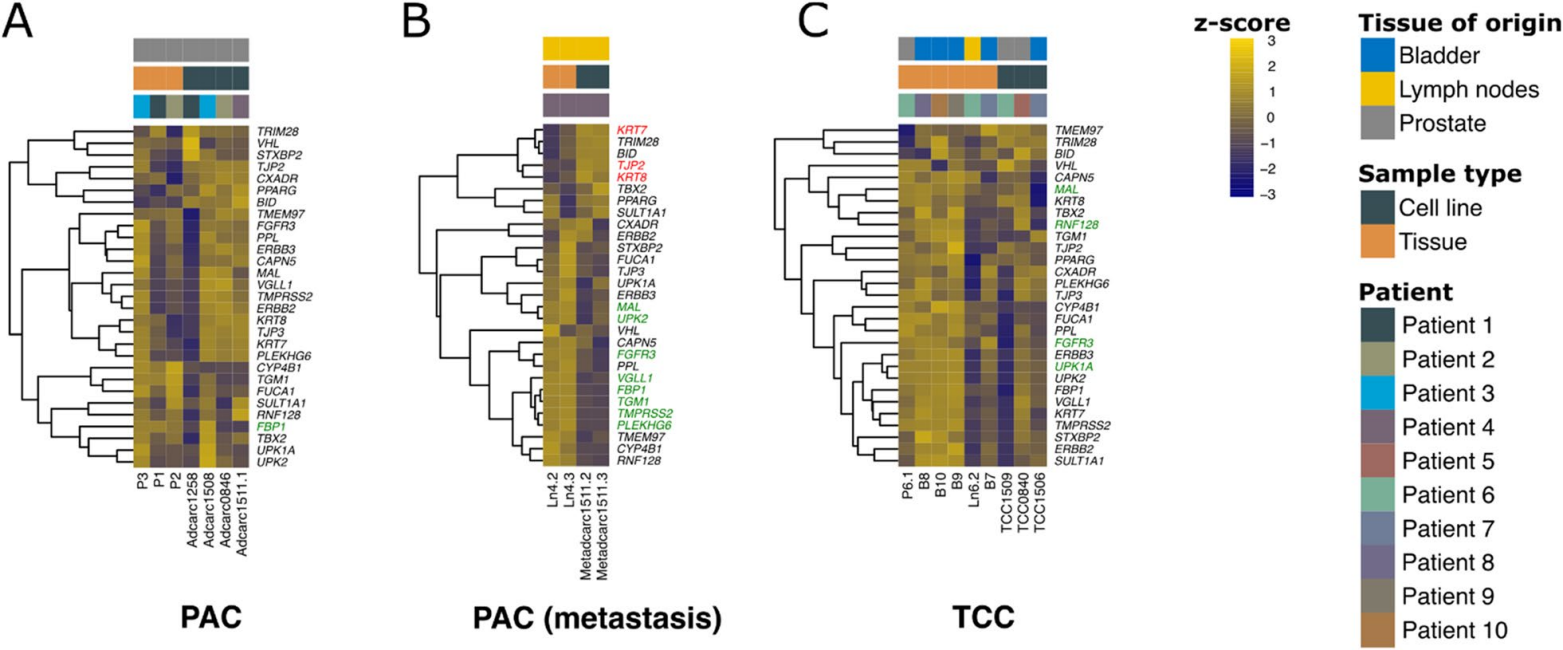
Expression of a selected set of luminal cell markers [65] in PAC (**A**), PAC metastasis (**B**) and TCC samples (**C**). DEGs are indicated in green (downregulated in the cell lines relative to their original tissues) and red (upregulated)

### Cell lines with low epithelial and luminal marker gene expression were highly invasive

An invasion assay was conducted to verify the mesenchymal transition suggested by the transcriptomic data. Invasive potential was measured as the area of the artificial basement membrane covered by invasive cells (Materials and Methods). Consistent with their high expression of the mesenchymal marker *VIM* and low expression of epithelial and luminal markers (Figs. 4 and 6), TCC1509 and Adcarc1258 exhibited the highest invasive potential among all analyzed cell lines (Fig. 7). Also TCC1506, which was notable for its low expression of cytokeratins 8 and 18, exhibited a highly invasive character. However, the total number of invaded cells in TCC1509 and Adcarc1258 is likely to be higher than in TCC1506 due to their relatively small cell size (Fig. 7B–D). The metastasis-derived cell lines, in which epithelial cytokeratin genes were upregulated (Fig. 4), were among the least invasive cell lines.

**Fig. 7:**
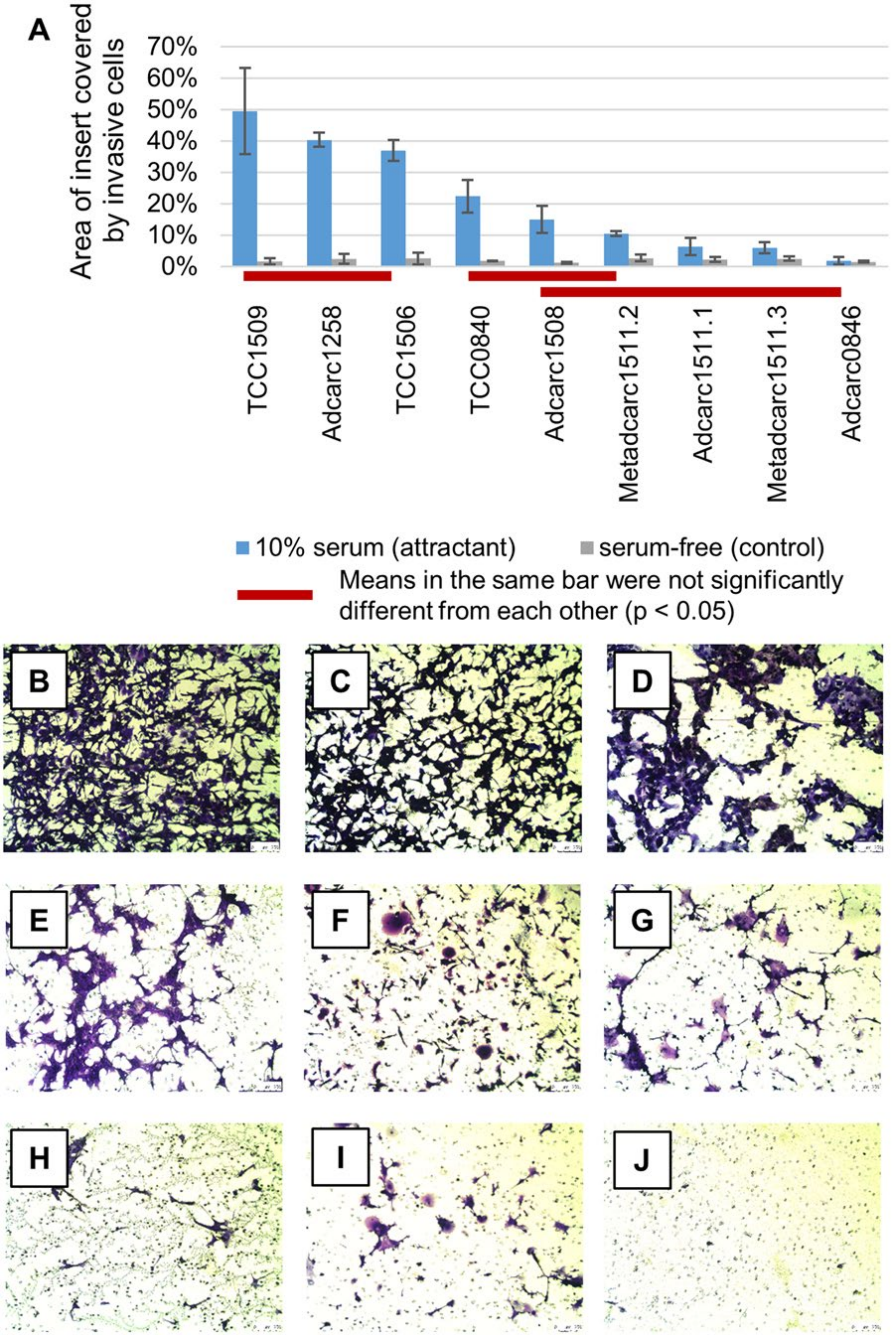
Invasive potential of analyzed cell lines determined based on the number of serum-starved cells that invaded a second medium compartment containing 10% serum through an artificial basement membrane. **A** Blue bars depict the percentage of membrane area covered by invasive cells. Gray bars show negative controls with serum-free medium in the second compartment. ANOVA with post-hoc test assigned the cell lines to groups (red bars). Means within one group were not significantly different from each other (p < 0.05). Cell lines belonging to different groups showed statistically significant differences. **B**–**J** Representative images of invaded cells on the membranes, 100× magnification, scale bars represent 250 µm, B TCC1509, C Adcarc1258, D TCC1506, E TCC0840, F Adcarc1508, G Metadcarc1511.2, H Adcarc1511.1, I Metadcarc1511.3, J Adcarc0846

### Cell lines conserved prostate and bladder cancer pathway gene expression, while certain prostate-specific genes were not expressed or downregulated

To further verify whether the cell lines reflect the tumor of origin, special focus was laid on the prostate and bladder cancer pathway genes. Of 97 genes listed in the KEGG [56–58] prostate cancer pathway (cfa05215) and 41 in the bladder cancer pathway (cfa05219), 89 and 39, respectively, were expressed at non-negligible levels (Methods) in the overall sample set. Among those, 14 genes in the prostate cancer pathway were differentially expressed in PAC samples and 35 in PAC metastasis samples (Fig. 8A). The differential expression within the prostate cancer pathway in PAC cell lines was mostly focused on *MMP9* and the group of growth factors and their receptors (GFR), also known as RTK. DEGs in the metastasis cell lines were spread over the entire prostate cancer pathway, including the axes of carcinogenesis, RTKs and downstream molecules, and the hormonal axis (Fig. 8A, Table 2). 

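Of the genes in Fig. 8A, 7 were analysed here in PAC metastasis. By edgeR, LEF1 was a DEG, with 3 and 2 counts in the cell lines against 308 and 567 in the tissues (at least 380-fold lower, adjusted p = 0.00441). DESeq2 also called CDKN1A, TCF7 and GSTP1. The log2 fold change was 1.06 for CDKN1A (standard error 0.17, edgeR adjusted p = 0.0182), -2.57 for TCF7 (0.40, 0.0180), 0.68 for RB1 (0.16, 0.0456) and 0.74 for PDPK1 (0.19, 0.0503). MMP3 changed in opposite directions in the 2 pairs, with a log2 ratio of -2.50 in that of Metadcarc1511.2. In that of Metadcarc1511.3 it had 36 counts in the cell line and 0 in the tissue, a log2 ratio of at least 1.73 against a floor of 3 counts. Its log2 fold change was -0.68 by edgeR (standard error 1.73, adjusted p = 0.778) and 0.86 by DESeq2 (adjusted p = 0.729).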

Besides the pathway genes, hormonal receptors and other genes are of diagnostic and prognostic value in human and canine prostate cancer and were therefore of special interest in the present dataset (Table 2). 

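Of the 22 identifiers in Table 2, 19 are among the genes of the counts, and those given for MYCN, ACPP and SLC45A3 are not. HOXB13 was higher in both PAC metastasis cell lines, with 620 and 1156 counts against 37 and 51 in the tissues. Its log2 fold change was 2.41 (standard error 0.30, edgeR adjusted p = 0.0120). That of GOLM1 was 1.44 (0.38, 0.0560). DESeq2 called both (adjusted p = 0.00154 for GOLM1). In PAC metastasis, AURKA had a log2 fold change of 0.46 (standard error 0.19, edgeR adjusted p = 0.145) and FASN of 0.44 (0.25, 0.240). In TCC, it was 1.70 for AURKA (1.48, edgeR adjusted p = 0.912) and 0.39 for FASN (0.80, 0.944). HNF4G had 19 and 9 counts in the metastasis cell lines and 1 count in each of their tissues. TP63 had 1 count in each metastasis cell line and 6 and 10 in the tissues. It had 0 counts in TCC1509 and 16630 in TCC1506, against 735 in P6.1 and 2785 in B7. SPINK1 had 0 counts in all 17 samples.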

Among these, *ESR1*, *PGR* and *AMACR* were not differentially expressed. In contrast, the androgen receptor, *KLK2*, *NKX3-1* and *ESR2* were not expressed and the prostate-specific markers *ACPP, FOLH1, PSCA* and *GSTP1* were downregulated in the PAC and PAC metastasis cell lines.

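In PAC metastasis, these 3 genes did not reach 10 counts in both tissues or in both cell lines and were not tested. ESR1 had 224 and 5 counts in Ln4.2 and Ln4.3 and 3 and 1 in the cell lines. PGR had 3 and 0 counts in the tissues and 0 in both cell lines, and AMACR had 5 and 8 in the tissues and 5 and 7 in the cell lines. In TCC, the log2 fold change was -4.38 for ESR1 (standard error 3.55, edgeR adjusted p = 0.91), -3.02 for PGR (4.14, 0.928) and -3.04 for AMACR (1.54, 0.904). That of PGR was 0.35 when the pair was left out of the model. PGR had 0 counts in TCC1509 and 790 in TCC1506, against 57 in P6.1 and 140 in B7. ESR1 had 2 and 109 counts against 327 and 49. In the PAC cell lines Adcarc0846, Adcarc1508 and Adcarc1511.1, ESR1 had 2, 9 and 0 counts, PGR had 0 in each, and AMACR had 9, 46 and 31.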

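KLK2 had 0 counts in all 17 samples. ESR2 had 0 and 3 counts in Metadcarc1511.2 and Metadcarc1511.3 and 0, 1 and 2 in the PAC cell lines Adcarc0846, Adcarc1508 and Adcarc1511.1. In PAC metastasis, PSCA had a log2 fold change of -6.03 (standard error 0.54, edgeR adjusted p = 0.00742), with 57 and 29 counts in the cell lines against 592 and 943 in the tissues. FOLH1 had a log2 fold change of -3.71 (standard error 0.51, edgeR adjusted p = 0.0143, DESeq2 adjusted p = 1.33e-09), and GSTP1 one of -1.49 (0.28, 0.0264, 1.54e-05). Both were called by DESeq2. In the PAC pair, which has no replicate, FOLH1 had 262 counts in Adcarc0846 and 548 in P2, GSTP1 had 1445 and 907, and PSCA had 19 and 0, out of 38015306 counts for Adcarc0846 and 13979250 for P2. FOLH1 had 245 counts in Adcarc1508 and 7915 in Adcarc1511.1. ACPP was not analysed here.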

**Fig. 8:**
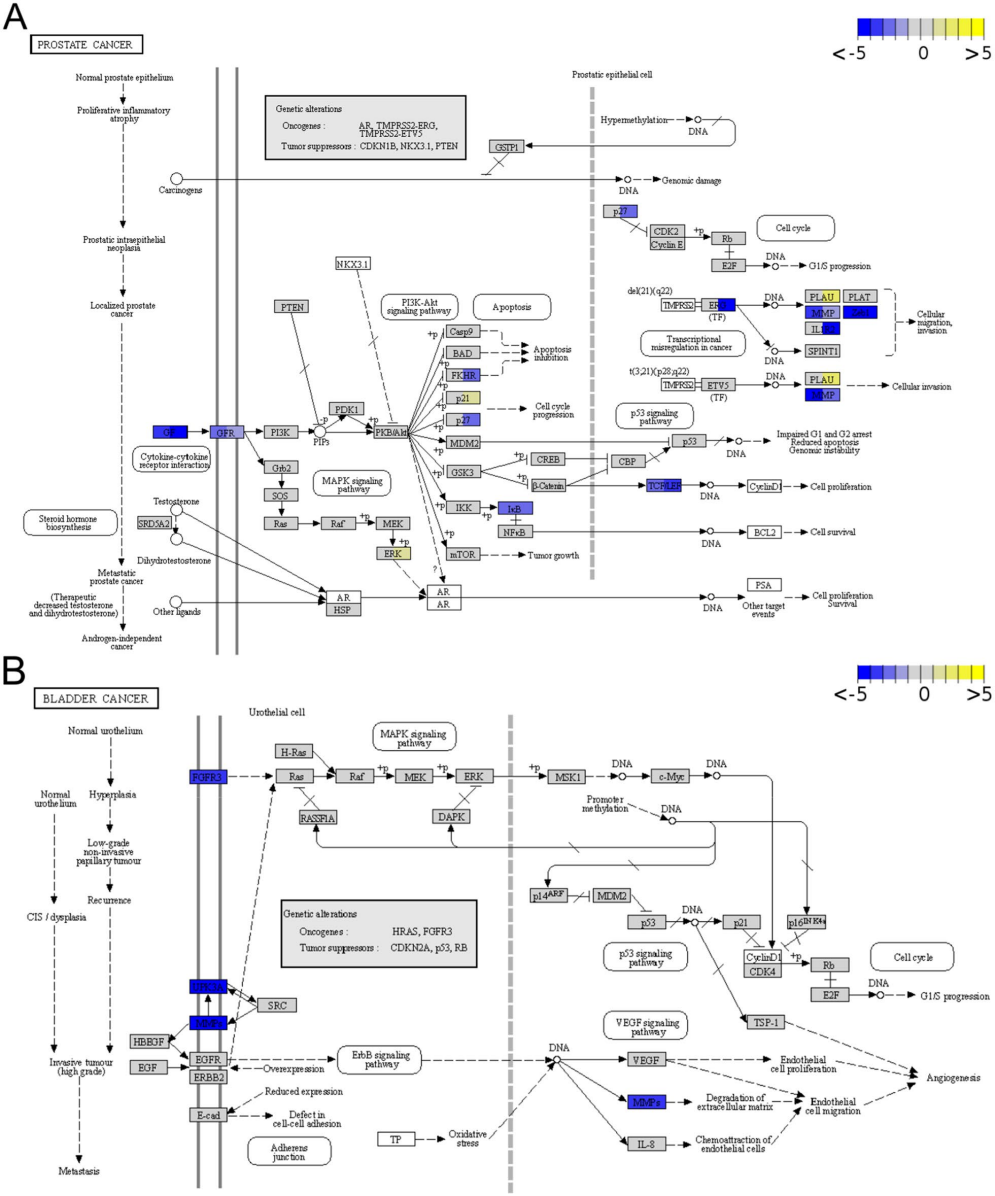
The KEGG prostate cancer pathway hsa05215 (**A**) and bladder cancer pathway hsa05219 (**B**) [67]. The boxes represent genes. The colors visualize log_2_ fold-changes of genes differentially expressed in cell lines relative to tissue samples, with yellow standing for upregulation and blue for downregulation. Boxes representing multiple genes display the mean log_2_ fold-change. The visualization of deregulation was capped at log_2_ fold-changes of ± 5. Boxes in the prostate cancer pathway (**A**) are divided into PAC on the left and PAC metastasis, while log_2_ fold-changes in the TCC cell lines are shown in the bladder cancer pathway (**B**). With the exception of *TMPRSS2*, *CCND1* and *BCL2,* whose Ensembl identifiers (ENSCAFG00000010190, ENSCAFG00000010700 and ENSCAFG00000000068) were not recognized by the visualization tool, genes depicted in white were not considered expressed

**Table 2:** *Expression status* of selected genes with diagnostic or prognostic value in human and canine prostate cancer in the analyzed cell lines compared to original tumor tissues

Gene	Ensembl gene ID	PAC	PAC metastasis	TCC
**Hormonal receptors and genes associated with androgen-independence**				
AR	ENSCAFG00000016656	n.e	n.e	n.e
ESR1	ENSCAFG00000000430	e.	e.	e.
ESR2	ENSCAFG00000015846	n.e	n.e	n.e
PGR	ENSCAFG00000003978	e.	e.	e.
AURKA	ENSCAFG00000029331	e.	e.	e.
HSD3B2	ENSCAFG00000010039	n.e	n.e	n.e
HNF1A	ENSCAFG00000010502	e.	e.	e.
HNF4G	ENSCAFG00000008285	e.	e.	e.
MYCN	ENSCAFG00030012614	n.e	n.e	n.e
SPINK1	ENSCAFG00000006647	n.e	n.e	n.e
**Prostate-specific markers**				
KLK2	ENSCAFG00000002907	n.e	n.e	n.e
NKX3-1	ENSCAFG00000009107	n.e	n.e	n.e
ACPP	ENSCAFG00040021029	Down	Down	e
FOLH1	ENSCAFG00000024888	Down	Down	e
TP63	ENSCAFG00000013961	e.	e.	e.
AMACR	ENSCAFG00000018831	e.	e.	e.
FASN	ENSCAFG00000006006	e.	e.	e.
SLC45A3	ENSCAFG00030008817	e.	e.	e.
PSCA	ENSCAFG00000032433	Down	Down	e.
GSTP1	ENSCAFG00000011349	Down	Down	e.
HOXB13	ENSCAFG00000016870	Up	Up	e.
GOLM1	ENSCAFG00000001350	Up	Up	e.

e., expressed at non-negligible levels, but not differentially expressed; n.e., not expressed; up/down, up- or downregulated in the cell lines of the respective histopathological classification

Only three genes in the bladder cancer pathway were differentially expressed (in particular, they were downregulated) in TCC samples, including the urothelial marker *UPK3A* (Fig. 8B). 

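UPK3A could not be paired with an identifier. Of the genes in Fig. 8B, 7 could, and 6 of these had enough counts for the test in TCC. By edgeR, 0 of the 6 were DEGs, and DESeq2 called MMP2. MMP2 had a log2 fold change of -10.93 (standard error 1.11, edgeR adjusted p = 0.517). The log2 fold change was 1.67 for VEGFA (standard error 0.54, edgeR adjusted p = 0.779), 0.72 for HRAS (0.47, 0.905), 0.51 for RB1 (0.42, 0.91) and 0.50 for CCND1 (0.56, 0.925). EGF had 0 counts in both tissues, 1 in TCC1509 and 47 in TCC1506.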

In general, irrespective of the histopathological classification, the DEGs were not enriched in genes of any of these pathways.

### PAC, PAC metastasis and TCC cell lines conserved the expression of certain therapeutic targets, as well as the PI3K-AKT signaling cascade

The PI3K-AKT signaling pathway (cfa04151) is an important regulator of the cell cycle and the focus of numerous therapeutic approaches [20, 21, 68]. Consequently, verifying that the genes involved in this pathway are expressed at similarly levels in the cell lines that are being considered as model systems relative to their original tissues is pivotal for preclinical studies. Of the 370 genes in the PI3K-AKT signaling pathway, 77, 124 and 29 were differentially expressed in PAC, PAC metastasis and TCC cell lines, respectively (Fig. 9). Irrespective of the histopathological classification, all sets of DEGs were enriched in genes in this pathway, and like the majority of the DEGs, most of the DEGs in the PI3K-Akt signaling pathway were downregulated.

**Fig. 9:**
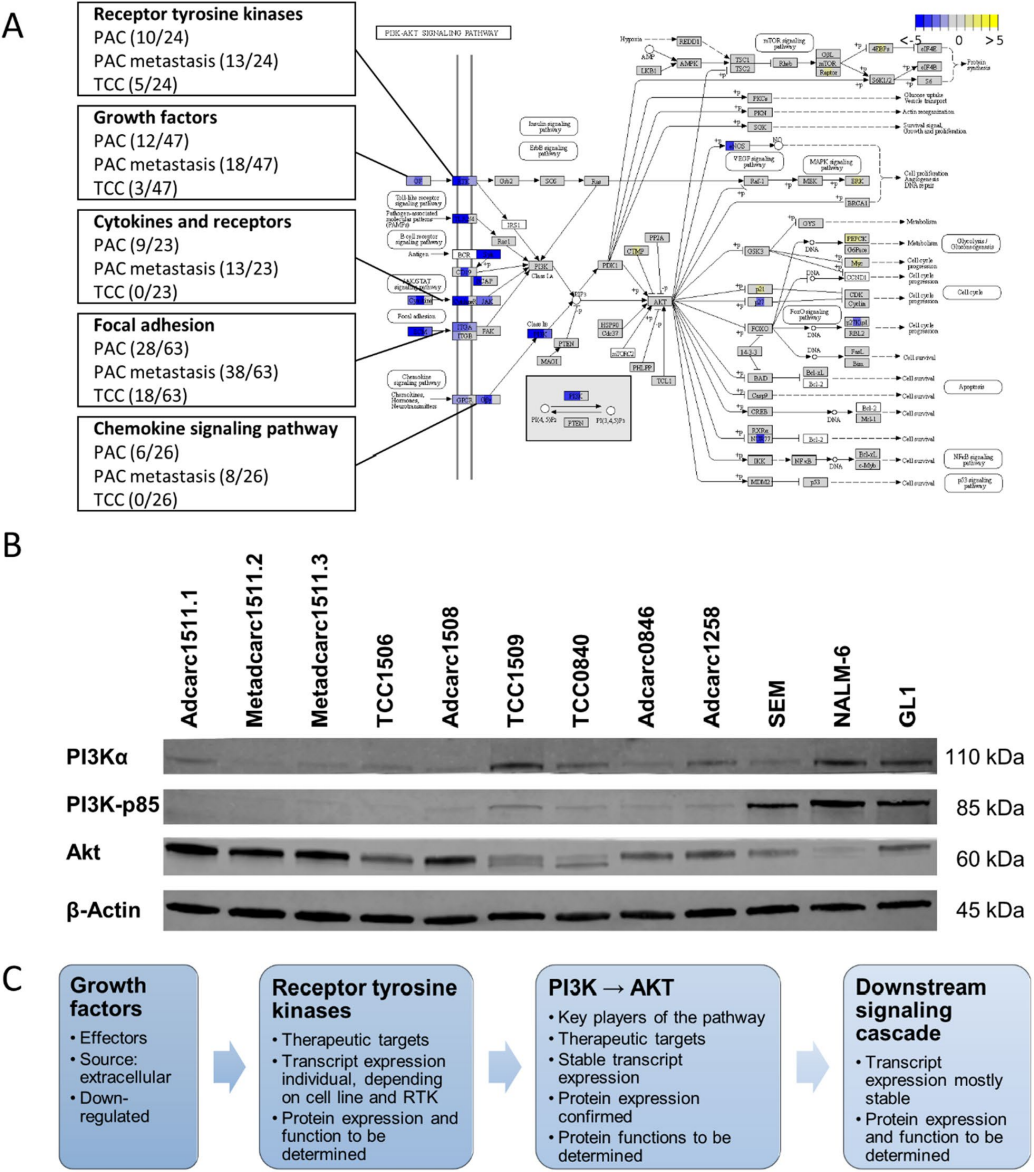
**A** The KEGG PI3K-AKT signaling pathway (cfa04151) [67]. The boxes are divided into three parts depicting DEGs in PAC, PAC metastasis, and TCC cell lines from left to right. With the exception of *BCR*, *IRS1, CCND1* and *BCL2,* whose Ensembl identifiers (ENSCAFG00000013773, ENSCAFG00000010397, ENSCAFG00000010700 and ENSCAFG00000000068) were not recognized by the visualization tool, genes depicted in white were not considered expressed. The boxes on the left summarize the number of identified genes in the growth factors (GF), RTK, cytokines and receptors, focal adhesion and the chemokine signaling pathway which are differentially expressed in each histopathological classification (See Fig. 8 for details). **B** Western blot analysis using antibodies against PI3Kα, PI3K-p85, and Akt. Membranes were cut prior to antibody incubation and cropped to be displayed together. **C** Summary of the findings in the PI3K-AKT signaling pathway

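PIK3R3, a regulatory subunit of PI3K, was the only PI3K gene with an identifier. Its log2 fold change was -0.12 in PAC metastasis (standard error 0.55, edgeR adjusted p = 0.873) and 0.78 in TCC (standard error 1.39, edgeR adjusted p = 0.940). In both classes its log2 ratios had opposite signs in the 2 pairs, with -0.98 and 0.76 in PAC metastasis and 2.53 and -0.93 in TCC.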

Interestingly, *PI3K* and *AKT*, the key players of the pathway, were not differentially expressed. Moreover, their expression profiles could also be validated at protein level by performing a Western blot (Fig. 9B). Thus, in agreement with the transcriptomic data, AKT produced strong bands, especially in Adcarc1511.1, which featured relatively high transcript levels of *AKT*. Analogously, the weaker bands observed for PI3Kα and PI3K-p85 were in correspondence with their lower transcript levels. In particular, the concordance between mRNA and protein level was the most apparent in TCC1509, which featured the highest expression of *PIK3R1*/PI3K-p85. In addition, only a few genes in the subsequent downstream signaling cascade were differentially expressed, almost exclusively in PAC metastasis. 

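Of the genes downstream in Fig. 9, CCND1, CDKN1A, RBL2, PDPK1 and BCL2 were analysed here. By edgeR, 0 of the 5 were DEGs in PAC metastasis and 0 in TCC. DESeq2 called CDKN1A and CCND1 in PAC metastasis and 0 of the 5 in TCC. In PAC metastasis, the log2 fold change was 1.21 for CCND1 (standard error 0.26, edgeR adjusted p = 0.0346, DESeq2 adjusted p = 9.47e-05). It was -0.71 for BCL2 (0.17, edgeR adjusted p = 0.0442) and -0.30 for RBL2 (0.19, edgeR adjusted p = 0.273).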

Upstream of *PI3K* and *AKT*, of the 24 RTKs—the activators of the pathway and frequently targeted genes—10, 13, and 5 were differentially expressed in PAC, PAC metastasis and TCC, respectively. Thus, the expression of *KIT*, the main target of Masitinib and Toceranib in canine oncology [18, 20], appeared to be lost in culture. Nevertheless, other RTKs like *ERBB2* and *EGFR* were not differentially expressed. 

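Of 24 receptor tyrosine kinases of this pathway, a list written down from general knowledge because the text gives only their number, 5 could be paired with an identifier. In PAC metastasis, KDR, CSF1R and TEK were DEGs by both tests and lower in the cell lines. The paper describes lymphoid and connective tissue besides tumor cells in Ln4.2 and Ln4.3, so these decreases need not be losses in tumor cells. KDR had 1 count in each cell line (at least 1370-fold lower, edgeR adjusted p = 0.00376), and CSF1R had 0 and 2 (at least 1895-fold lower, edgeR adjusted p = 0.00376). TEK had a log2 fold change of -8.81 (standard error 0.44, edgeR adjusted p = 0.00441), and FLT4 one of -0.27 (0.26, 0.457). In TCC, 0 of the 5 were DEGs by edgeR, and DESeq2 called KDR, CSF1R and TEK. The log2 fold change in TCC was -8.12 for KDR (standard error 1.69, edgeR adjusted p = 0.518), -5.25 for TEK (0.92, 0.518) and -1.18 for FLT4 (0.92, 0.908). CSF1R had 2 and 0 counts in the cell lines and was at least 176-fold lower (edgeR adjusted p = 0.517).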

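EGFR had a log2 fold change of -0.30 in PAC metastasis (standard error 0.15, edgeR adjusted p = 0.202) and of -0.27 in TCC (standard error 0.84, edgeR adjusted p = 0.963). In TCC the 2 pairs went in opposite directions, with log2 ratios of -1.50 for TCC1509 and 0.96 for TCC1506, and the log2 fold change was 0.14 when the pair was left out of the model. ERBB2 could not be paired with an identifier.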

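Normalized by edgeR's TMM method, the expression of EGFR in the cell lines ranged from 39.5 ± 1.71 CPM (SD, n = 3 libraries) in TCC1509 to 190.1 ± 72.4 CPM (SD, n = 3) in TCC1506. JAK1 ranged from 127.7 ± 23.3 CPM (SD, n = 2) in TCC0840 to 271.8 ± 54.5 CPM (SD, n = 3) in TCC1509. PDPK1 ranged from 19.6 ± 1.498 CPM (SD, n = 2) in Adcarc0846 to 33.5 ± 7.91 CPM (SD, n = 3) in Metadcarc1511.2. KDR had at most 9 counts in any cell line and at least 226 in every tissue. Libraries of a cell line mostly come from different passages, so their SD is not purely technical.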

Other targets showed varying gene expression levels in the different cell lines (Fig. 10, Additional file 4). *PTGS2*, which encodes COX-2, was also expressed, and even upregulated in the cell lines.

**Fig. 10:**
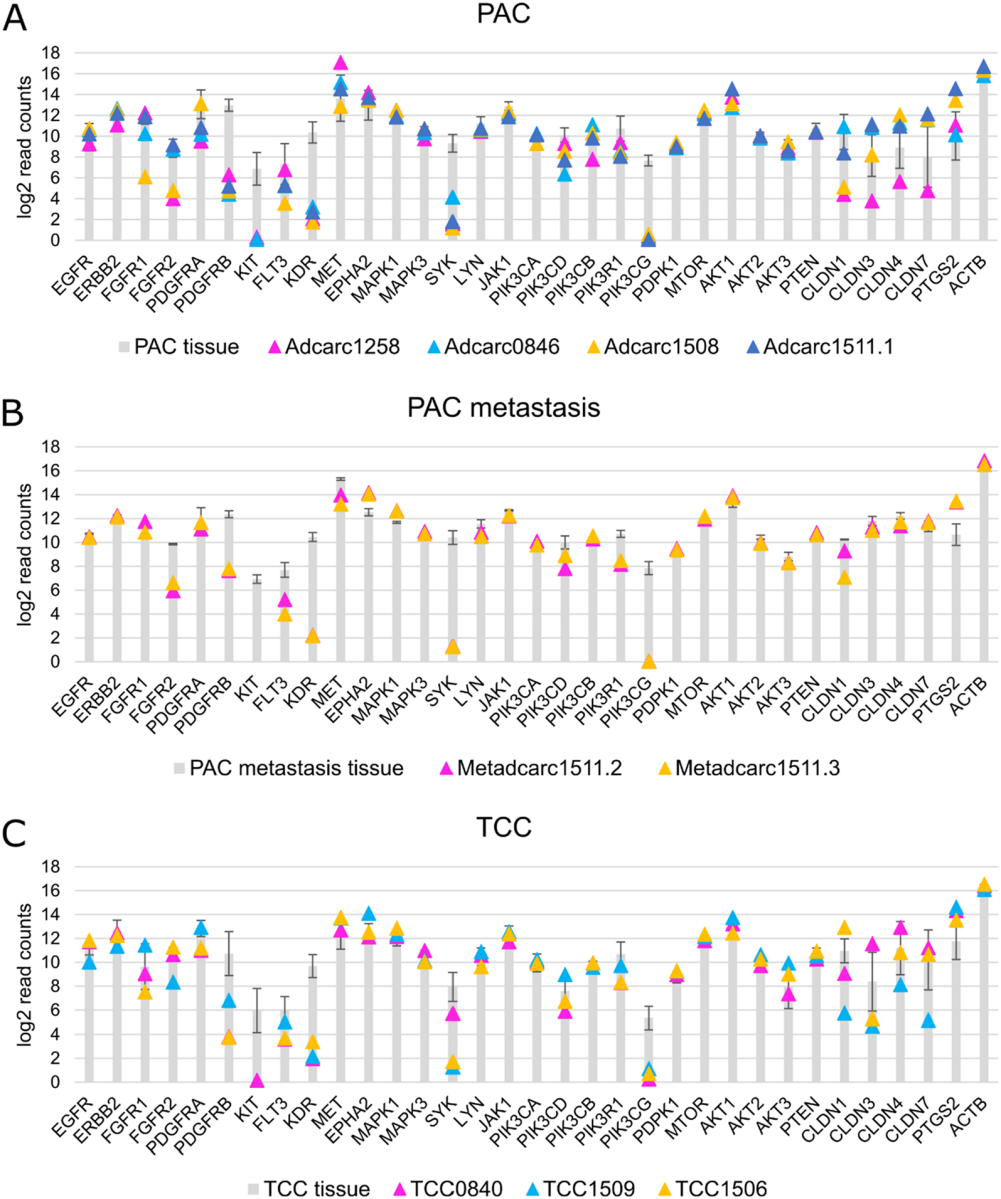
Log_2_ read counts of therapeutically relevant RTK genes, *PI3K* isoforms, and downstream molecules in the PI3K-Akt signaling pathway, as well as claudin genes 1, 3, 4 and 7, and the therapeutic target *PTGS2*. Cell lines were depicted as triangles, compared with averaged log_2_ read counts of all tissues of the same histopathological classification, represented as gray columns

### Resistance towards doxorubicin was associated with G2/M cell cycle transition, cell membrane biosynthesis and tumor microenvironment, while carboplatin resistance correlated with histone, m- and tRNA processing, TGFB receptor signaling and phagocytosis

Currently, there are no explicit treatment recommendations for canine prostate cancer. Therefore, the chemosensitivity of all nine analyzed cell lines to doxorubicin and carboplatin in metabolic activity and cell counts was assessed in a previous study [37]. In a next step, the chemosensitivity was herein correlated with the gene expression data, guided by known protein networks from the STRING database [62]. The top 300 genes correlated with doxorubicin resistance regarding metabolic activity (Additional files 2 and Additional file 3) were associated with mitosis, especially G2/M cell cycle transition and processes during the M phase, tRNA processing, platelet degranulation and cell membrane biosynthesis. Genes correlating with doxorubicin resistance in cell count were associated with tumor microenvironment, including cell adhesion, extracellular matrix organization, collagen catabolism and the integrin-mediated signaling pathway.

Carboplatin resistance regarding metabolic activity correlated with genes associated with histone deacetylation, glucose transport, oligosaccharide biosynthesis, TGFB receptor signaling pathway, mRNA 3prime-end processing and tRNA splicing. The set of the top 300 genes correlated with carboplatin resistance in cell count was associated with small GTPase mediated signal transduction, which includes numerous member genes of the RAS family of oncogenes. Furthermore, this set of genes was associated with movement of cell or subcellular components, phagocytosis, cytosol and centriole.

Additionally, other well-known multi-resistance genes were examined in the dataset. 

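ABCC1 had a log2 fold change of 0.54 in PAC metastasis (standard error 0.23, edgeR adjusted p = 0.142) and of 0.35 in TCC (standard error 0.41, edgeR adjusted p = 0.927), and was higher in all 4 cell lines than in their tissues. DESeq2 did not call it in either class. ABCB1 and ABCG2 could not be paired with an identifier.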

Of the three genes *ABCB1*, *ABCC1* and *ABCG2*, coding for the multi-drug transporters MDR1, MRP and BCRP, *ABCB1* was upregulated in PAC metastasis and TCC, while *ABCG2* was downregulated in PAC and PAC metastasis.

## Discussion

An important decision in the planning of in vitro studies in prostate and bladder cancer research is the choice of an appropriate model system. Furthermore, only a detailed understanding and characterization of these tumor entities and the applied model systems allow a reasonable interpretation of the obtained results. The optimal reference for characterizing a cell line is the original tissue from which it was initially derived. However, in most cases, such a sample is either not available or not suitable for RNA-seq, and thus, such studies are scarce [42]. The sample set analyzed herein, consisting of canine cell lines derived from four PAC, two PAC metastases and three TCC and their original tumor tissues, provides a rare opportunity.

In general, the present study found that tumor-, subtype- and patient-specific features were conserved in the cell lines compared to their original tissue samples, while genes associated with immune response, cell adhesion and angiogenesis were downregulated. This is consistent with the results by Perry et al., who compared two human squamous cell carcinoma cell lines to their original tumor tissues [42]. Importantly, regarding the tumor entity, only few deviations were found between cell lines and tissues regarding the prostate and bladder cancer pathways.

Similar to other whole-genome transcriptome studies in human PAC [10] and canine lymphoma [69], the current analysis identified a relatively large number of DEGs. In contrast to those studies in which tumor tissues and cell lines originated from different patients, the observations made here cannot be attributed to patient-specific features or different tumor stages. Instead, there are a few possible explanations for the massive down-regulation of genes detected in the present analysis. First, cell lines are cultured in the absence of an immune system and with unlimited access to oxygen and nutrients. Second, cell lines are frequently detached in order to be passaged. Accordingly, processes such as immunoevasion, collagen fibril organization, angiogenesis and cell adhesion become non-essential and are downregulated. Nevertheless, it is worth mentioning that downregulation does not necessarily imply loss of function. Indeed, human tumor cell lines can reactivate genes associated with extracellular matrix organization, angiogenesis and cell adhesion in three-dimensional cultures or in mouse xenografts [70–72]. Similarly, Adcarc1258 is able to form three-dimensional spheroids with a modified gene expression compared to adherent Adcarc1258 cells and induces tumors in immunodeficient mice [73, 74].

The amount of tumor microenvironment and the degree of heterogeneity of the tissue samples may have also contributed to the differences in the number of DEGs observed for each histopathological classification. Thus, while previously published histopathological images of metastasis tissues Ln4.2 and Ln4.3 show lymphoid and connective tissue in addition to the tumor cell population, TCC tissue B7 consists almost exclusively of tumor cells [37]. Consistently, Ln4.2 and Ln4.3 were further apart from their respective cell lines on PC1, which distinguished between cell lines and tissue samples (Fig. 2), than B7 was from its own. 

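On PC1, Metadcarc1511.2 was 299.7 from Ln4.2, Metadcarc1511.3 was 278.6 from Ln4.3, and TCC1506 was 70.6 from B7. TCC1509 was 200.6 from P6.1, and Adcarc0846 was 340.8 from P2. Of these cell lines, Adcarc0846 and 2 of 3 libraries of TCC1506 appear to share a series of sample numbers with their tissues. The order of the 5 pairs was the same with log2 CPM, with genes scaled to unit variance and with the 500 most variable genes. Over all 12396 expressed genes, B7 was the nearest of the 9 tissues for each of these 5 cell lines, and P2 was the most distant of the 9 for Adcarc0846. The paper proposes from the histology that the amount of tumor microenvironment and the heterogeneity of the tissues may have contributed to the different numbers of DEGs, and it adds the distances on PC1 in support.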

A microdissection of the tissue samples [75] prior to RNA isolation and sequencing would help to focus this analysis on the changes the pure tumor cell population underwent in the culturing process. Together with tumor microenvironment, patient heterogeneity may have contributed additionally to the variance in the measured data.

Despite the abovementioned adaptations to culturing conditions, the cell lines preserved the luminal or basal tumor subtypes and the epithelial or mesenchymal characteristics of the tumor. Both findings are consistent with observations from gene expression analyses of human cancer cell lines of various tumor entities [40, 76]. Especially Adcarc1258 and TCC1509 showed a remarkable extent of mesenchymal features regarding the expression pattern of luminal, basal and claudin genes. In this respect, Adcarc1258 displayed similarities to its original tumor tissue and TCC1509 to the respective lymph node metastasis Ln6.2. 

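Among the claudins, CLDN7 could be paired with an identifier. It had 8 counts in TCC1509 and 1 in Ln6.2, against 1422 in P6.1. In the 3 libraries of TCC1509 its mean was 0.151 ± 0.113 CPM (SD, n = 3), and the highest of them, with 0.278 CPM, lay below the lowest of the other cell line libraries, with 71.0 CPM. In Ln6.2, 3 counts correspond to 0.188 CPM, so that CLDN7 was not detectable at this depth.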

Consistently, their morphology and growth behavior in cell culture is characterized by high cell mobility, cell protrusions, low adherence, the tendency to form spheroids [37], and highest invasive potential. With the exception of the intermediate cell line TCC1506, the other six cell lines were significantly less invasive and feature a more epithelial, cobblestone-like growth behavior [37]. Chaffer et al. showed a similar relationship between EMT and invasive potential in vitro for human bladder cancer cell lines [77]. However, contrary to the expectation, the cell lines with the highest metastatic potential in in vivo mouse models [77] featured epithelial characteristics in vitro. In order to establish distant colonies, metastatic tumor cells reverse EMT and revert to an epithelial phenotype [78]. This epithelial-mesenchymal plasticity could explain the low invasive potential of the two metastasis cell lines. Although the phenotype and doubling times of both PAC metastasis cell lines Metadcarc1511.2 and Metadcarc1511.3 were completely different from the primary tumor cell line Adcarc1511.1 of the same patient [37], the similarity of all samples from this patient was striking (Fig. 2). 

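Over 12396 expressed genes, the mean Euclidean distance of rlog values between Adcarc1511.1, Metadcarc1511.2 and Metadcarc1511.3, the 3 cell lines of patient 4, was 63.1. For the 7 comparisons between PAC cell lines of different patients it was 98.5. The ratio of both means was 0.640, with an SD of 0.0447 over 3 choices of library, calculated from log2 CPM. It was 0.643 with log2 CPM and 0.70045 with 1 library per cell line. The mean of 63.1 includes the distance of 44.6 between both metastasis cell lines, so the ratio is not one of primary tumor against metastasis alone. Adcarc1511.1, from the primary tumor, was 67.6 from Metadcarc1511.2. The largest distance within patient 4, 77.0 between Adcarc1511.1 and Metadcarc1511.3, was below the smallest between patients, 87.9 between Adcarc1508 and Metadcarc1511.3. Among the cell lines that appear to share a series of sample numbers, which leaves out Adcarc0846, the mean of the 3 comparisons between patients was 92.7 and the ratio 0.681. Only 3 dogs enter this comparison, and no test was made.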

In other words, differences in gene expression profiles between PAC tumors of different individuals were much greater than differences between primary tumor and metastasis. These three cell lines offer the rare opportunity to evaluate EMT or perform chemosensitivity tests in cell lines established from primary tumors and metastases of the same patient, preventing patient-specific differences from confounding the results.

The androgen receptor is the most important driver in human prostate cancer. Despite initial success of androgen-deprivation therapy, many men develop androgen-independent MCRPC, in which mutations or splice variants enable the tumor to continue to rely on androgen receptor signaling [79]. Due to its androgen-independence, canine prostate cancer has been proposed as biological model for MCRPC [5]. In contrast to MCRPC, and consistent with other reports [2, 3, 31, 34–36, 39, 80], in the present study the androgen receptor was found to be not expressed in canine prostate cancer tissues and cell lines. The divergent expression of hormonal receptors in human and canine prostate cancer [81–84] argues against the suitability of canine prostate cancer as a model for androgen receptor signaling in human MCRPC. Furthermore, because prostatic TCC is rare in men [1, 82], only canine PAC can be seen as model for MCRPC. Distinction between PAC and TCC, which is also important for therapeutic decisions [1], can be achieved on the basis of the expression of the urothelial marker *UPK3A* [85]. Interestingly, the current analysis observed that *UPK3A* was downregulated in the analyzed TCC cell lines. Furthermore, and in contrast to other canine TCC cell lines [86], the UPK3A protein was not detectable by immunohistochemistry using an antibody with confirmed species immunoreactivity in any of the analyzed samples [37]. A possible reason for this is the loss of UPK3A immunoreactivity in high grade TCC [87].

Although cell lines are common model systems for targeted chemotherapy, results obtained with cell lines are not always reproducible in clinical trials [24]. The main explanation for this is that cell lines undergo clonal selection and therefore often no longer reflect the tumor’s specific target expression [24]. The PI3K signaling pathway is of particular interest in canine prostate cancer [39] and chemotherapy in general [20, 21]. As an important result, the key players of the PI3K signaling pathway, *PI3K* and *AKT*, were not differentially expressed between cell lines and tissues (except for *AKT1* and *PIK3CD* in PAC metastasis, log_2_ fold-changes 1.0 and −1.9). Furthermore, only few downstream genes were differentially expressed, almost exclusively in the PAC metastasis cell lines. Although the functionality of the corresponding proteins warrants further investigation, these findings indicate a good model suitability of the analyzed cell lines for the downstream *PI3K* signaling cascade. This observation is surprising given that numerous RTKs—direct activators of *PI3K*—were downregulated. In general, each cell line exhibited its own individual therapeutic marker signature. For instance, the RTK *FGFR2* is targeted by erdafitinib, an inhibitor for the treatment of human metastatic bladder cancer [88]. Although *FGFR2* was generally downregulated in PAC cell lines, Adcarc0846 and Adcarc1511.1 appear to have similar *FGFR2* expression levels relative to their original tissues. Thus, those two PAC-derived cell lines may still represent suitable model systems for an *FGFR2*-targeted approach. Furthermore, canine and human TCC tissues and cell lines have been found to overexpress the RTKs *EGFR* and *ERBB2* [65, 89–91]. This overexpression is thought to be relevant for tumor progression, making *EGFR* a therapeutic target. A first study has shown promising effects of the *EGFR* and *ERBB2* inhibitor lapatinib on canine TCC cell lines [92], while the *EGFR* inhibitor erlotinib reduced proliferation in a subset of human TCCs [93, 94]. 

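With all 3 TCC cell lines compared with the 5 primary TCC tissues, the log2 fold change of EGFR was 0.12 (standard error 0.53, edgeR adjusted p = 0.931). This test treats the samples as independent, although 2 of the cell lines share a dog with a tissue. TCC0840 had 172.4 ± 2.28 CPM of EGFR (SD, n = 2 libraries). TCC1506 had 190.1 ± 72.4 CPM (SD, n = 3) and TCC1509 had 39.5 ± 1.71 CPM (SD, n = 3). The 5 tissues, with 1 library each, ranged from 61.6 CPM (B10) to 189.8 CPM (B9). TCC1509 thus lay below all 5 tissues. The mean of TCC1506 lay slightly above the highest tissue, with a wide spread over its libraries.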

*EGFR* and *ERBB2* were not differentially expressed in the present sample set, suggesting that the characterized cell lines are suitable models for *EGFR*-targeted therapies. Furthermore, the tyrosine kinases and therapeutical targets *EPHA2, MET*, *LYN* and *PDGFRA* were expressed by specific cell lines at the same level compared to the average of the tissues. Claudins participate in the formation of tight junctions and are therefore essential for the maintenance of an epithelial structure. To promote EMT and metastasis, tight junctions are dismantled in favor of a more invasive, mesenchymal cell type [43, 95]. Therefore, claudins play an important role in tumor progression and are promising therapeutic targets [43, 96]. The present findings confirm the results of a previous study investigating these four claudins at RNA and protein level in Adcarc1258, Adcarc0846 and TCC0840 [43]. Among PAC cell lines, Adcarc0846 had the highest expression of *CLDN1*, *3*, *4* and *7* and the lowest invasive potential and is hence the most suitable for a claudin-targeted therapy approach. In contrast, Adcarc1258 was highly invasive, expressed all four claudin genes at the lowest level among all cell lines and could therefore be used as negative control.

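For CLDN7, Adcarc0846 had 174.1 ± 23.7 CPM (SD, n = 2 libraries), Adcarc1508 had 184.6 ± 24.2 CPM (SD, n = 3) and Adcarc1511.1 had 283.5 ± 102.3 CPM (SD, n = 3). The libraries of Adcarc1511.1 ranged from 187.1 to 390.8 CPM. CLDN1, CLDN3 and CLDN4 could not be paired with an identifier, and Adcarc1258 was not used here.

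**Figure D2:**
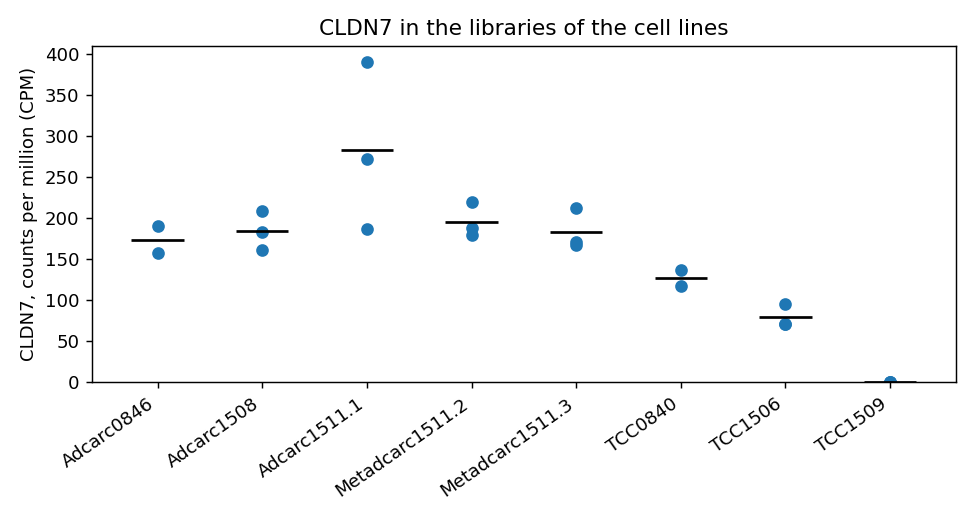
CLDN7 in CPM, normalized by edgeR's TMM method, in each library of the 8 cell lines. Points are libraries and lines are means of a cell line. TCC1509 lies at 0.278 CPM or less in its 3 libraries.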

Correlating molecular marker signatures with outcome or chemoresistance can help unravel resistance mechanisms and identify predictive markers [97] for personalized medicine [18, 98, 99]. ProGENI found a correlation between the G2/M transition of the mitotic cell and resistance to doxorubicin in the nine analyzed cell lines. Consistently, doxorubicin arrests the human PAC cell line DU145 [100] in the G2/M transition and thereby induces apoptosis. Presumably, an altered G2/M transition might now explain the failure of doxorubicin to induce apoptosis in the particularly resistant Metadcarc1511.2 and Metadcarc1511.3 [37]. Furthermore, doxorubicin resistance in cell count was herein associated with a modified phosphatidylserine and phosphoethanolamine biosynthesis. The authors of a study conducted on doxorubicin-resistant MCF7 cells [101] obtained similar results and discussed a less fluid cell membrane as one aspect of chemoresistance. However, it remains to be investigated whether the particular doxorubicin resistance of Metadcarc1511.2 and Metadcarc1511.3 is truly associated with these findings, or whether it is simply a patient-specific feature. Consistent with results of other research groups [102, 103], ProGENI correlated resistance towards platinum drugs with modifications in histone deacetylation. Following this approach, histone deacetylase inhibitors show anti-proliferative effects against canine PAC and TCC cell lines, and might be promising when combined with carboplatin [35, 86, 104]. Additionally, recent studies confirmed binding sites of cisplatin and doxorubicin to tRNA [105, 106]. This supports the observed association of tRNA splicing and the tRNA-intron endonuclease complex with carboplatin and doxorubicin resistance in the characterized nine cell lines. However, this analysis was limited by the relatively small sample size of nine canine cell lines. As next generation sequencing emerges in veterinary medicine, this analysis should be repeated with the transcriptomic and chemosensitivity data of more canine cell lines. Another interesting aspect might be to repeat this analysis, including cell lines selected for doxorubicin or carboplatin resistance.

Last but not least, this analysis is based on the transcriptome and only selected genes were verified on the protein level. Since translation is influenced by multiple regulatory mechanisms, mRNA levels are not unconditionally transferrable to protein levels [107]. Additionally, protein functionality might be affected by mutations and alternative splicing, which was also not the subject of this analysis. Targeted chemotherapy and resistance mechanisms operate on the protein level. Thus, the targets of interest and their functionality warrant further investigation. Furthermore, since the cell lines were examined only at one time-point, this study is unable to make definitive statements concerning their gene expression stability. However, the present study characterized the cell lines beyond passage 60 and the largest changes in cell lines normally occur during the first 30 passages [12]. Hence, a certain stability can be assumed.

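The libraries of a cell line were labelled with their passages, which differed except between replicates 2 and 3 of TCC1509, both from passage 85. The lowest passage was 68, for Metadcarc1511.2, and the highest was 448, for Adcarc0846. In all 6 cell lines with 3 libraries, replicate 1 came from an earlier passage than replicates 2 and 3, for example passage 97 against 105 and 106 in Adcarc1508. The paper pooled these libraries. Between replicate 1 and the later replicates, 2761 of 10828 genes differed at an adjusted p of at most 0.05 (edgeR's quasi-likelihood test with the cell line as a covariate, Benjamini-Hochberg adjustment). Of these, 1448 were higher and 1313 were lower in replicate 1, and 372 differed by at least 2-fold. The number moved most without Metadcarc1511.2, to 1496 genes. In 5 of the 6 cell lines, all 3 libraries appear to share a series of sample numbers, and in these 5 alone 2607 genes differed. In 5 of the 6 cell lines, a pair of libraries furthest apart in passage was also the most distant pair. Passage and replicate number go together in these libraries and cannot be told apart.

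**Figure D3:**
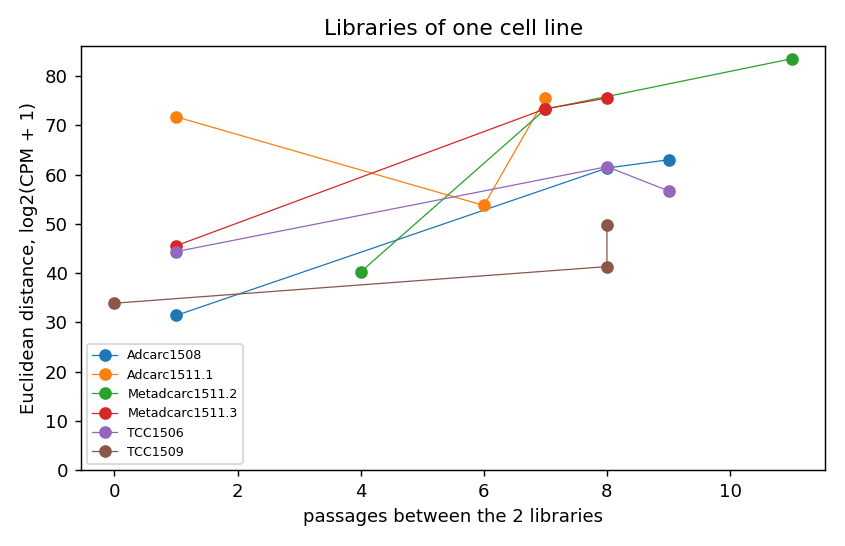
Euclidean distance of log2(CPM + 1) values over 12396 expressed genes between 2 libraries of a cell line, by the number of passages between them. Each point is a pair of libraries and lines join the pairs of a cell line. The distances ranged from 31.4 (Adcarc1508) to 83.5 (Metadcarc1511.2).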

In essence, compared to their original tumor tissues, the nine canine cell lines characterized in the present study conserved EMT gene expression programs and downstream PI3K-AKT signaling. Due to their individual therapeutic target signatures, they constitute a suitable panel to evaluate a large variety of inhibitors in vitro. Additionally, the panel includes cell lines derived from primary tumors and metastases of the same patient, which are interesting subjects for metastasis research.

## Conclusions

Enabled by the rare availability of the tissue samples from which they were derived, this study assessed at the transcriptomic level nine canine PAC, PAC metastasis and TCC cell lines as in vitro models for targeted therapies in canine prostate cancer. Adaptation to culturing conditions and clonal selection resulted in the downregulation of genes associated with tumor microenvironment in the cell lines compared to their original tissues, while tumor- and patient-specific characteristics, as well as the extent of EMT, were mostly conserved. Most importantly, all nine cell lines featured unique therapeutic target expression signatures and preserved subsequent signaling cascades. In summary, this dataset constitutes a rich resource for choosing suitable in vitro models for testing future therapeutic approaches for canine prostate cancer.

## Supplementary Information

**Additional file 1.** Functional analysis of differentially expressed genes (DEGs) and categorization of retrieved enriched biological processes.

**Additional file 2.** The ProGENI top 300 genes associated with doxorubicin and carboplatin resistance quantified by metabolic activity and cell count in the characterized cell lines.

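Additional file 2 ranks genes by how strongly their expression, guided by a protein network, goes along with drug resistance. In the counts of the 8 cell lines used here, 11 of the 300 genes listed for doxorubicin and metabolic activity had fewer than 10 counts in every cell line. The number was 58 of 297 genes (19.5%) for doxorubicin and cell count, 16 of 300 for carboplatin and metabolic activity, and 21 of 300 for carboplatin and cell count. Of all 32183 genes, 16093 (50.0%) had fewer than 10 counts in every cell line. At least 10 counts in each of the 8 cell lines were reached by 226, 182, 234 and 207 genes of the 4 lists. The expression in Adcarc1258 and the ranking itself were not analysed here.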

**Additional file 3.** Functional analysis of top 300 genes associated with chemoresistance.

**Additional file 4.** Log2 read counts of therapeutically relevant RTK genes.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus database, [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190374].

## Abbreviations

PAC: Prostate adenocarcinoma
TCC: Transitional cell carcinoma
MCRPC: Metastatic castration-resistant prostate cancer
EMT: Epithelial to mesenchymal transition
RTK: Receptor tyrosine kinases
P: Prostate
B: Urinary bladder
Ln: Lymph node
Tiho: University of Veterinary Medicine Hannover
D: Dog
Pro: Prostate
Urt: Urinary tract (urinary bladder)
Adcarc: Adenocarcinoma
Carc: Carcinoma
Metadcarc: Metastasis of an adenocarcinoma
Adcarc1258: TihoDProAdcarc1258
Adcarc0846: TihoDProAdcarc0846
Adcarc1508: TihoDProAdcarc1508
Adcarc1511.1: TihoDProAdcarc1511.1
Metadcarc1511.2: TihoDProMetadcarc1511.2
Metadcarc1511.3: TihoDProMetadcarc1511.3
TCC0840: TihoDProCarc/TCC0840
TCC1509: TihoDProTCC1509
TCC1506: TihoDUrtTCC1506
DMSO: Dimethyl sulfoxide
STAR: Spliced Transcripts Alignment to a Reference
DAVID: Database for annotation, visualization and integrated discovery tool
GO: Gene Ontology
BP: Biological process
CC: Cellular component
FDR: False discovery rate
REVIGO: Reduce + visualize gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
ProGENI: Prioritization of Genes Enhanced with Network Information
STRING: Search tool for recurring instances of neighboring genes
GFR: Growth factor receptor
GF: Growth factor

How the deposited data were processed for this re-analysis (not part of the article)

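RNA sequencing data of 8 canine cell lines and 9 original tissues were used, in 31 libraries sequenced on 4 lanes each. According to the paper's methods, the authors trimmed the reads with Trimmomatic, aligned them to CanFam3.1 with STAR and quantified genes of the Ensembl annotation with RSEM. The authors deposited 1 table of expected counts per lane, in which 17.4% of the values above 0 are not whole numbers, as is usual for RSEM's expected counts. No normalization had been applied to them. Each lane held between 2928121 and 5039762 expected counts.

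Samples were assigned to cell lines, tissues, replicates and passages from their labels and Table 1 of the paper. The lanes 2 to 4 of a library of Adcarc0846 carry labels that count upward by lane, and were assigned by their titles to the same library. Expected counts were summed over the lanes of a library and over the libraries of a cell line, and rounded to whole numbers. The pairs of cell line and original tissue come from Table 1 of the paper, and the paper's methods control for the patient. Both pairs of PAC metastasis come from the same dog.

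The sample numbers in the labels of the 31 libraries run from 1 to 16, and 15 of them are used by 2 libraries, so they appear to form 2 series, which may be sequencing runs. By number and order of names, all tissues, Adcarc0846, TCC0840 and replicates 1 and 2 of TCC1506 are in one series. The other cell lines and replicate 3 of TCC1506 are in the other. This reading was made after the results were seen.

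Differential expression was tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjustment) in R 4.3.3, separately for PAC metastasis and TCC, with the pair as a covariate. Genes with at least 10 counts in both tissues or in both cell lines entered the test. DEGs had an adjusted p of at most 0.01 and a fold change of at least 2. DESeq2 1.42.0, the tool used by the authors, was the alternative test. The same test was applied to the 3 TCC cell lines against the 5 primary TCC tissues, to the difference between the effects of both classes, and to replicate 1 against replicates 2 and 3 of the 6 cell lines with 3 libraries (adjusted p of at most 0.05, cell line as a covariate). Standard errors were derived from the log2 fold change and the F statistic. PCA and distances used rlog values from DESeq2. CPM were calculated with TMM factors. Data were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

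The test was tried on simulated counts, with 200 genes changed 4-fold in the means and library sizes of the real samples. At a biological coefficient of variation of 0.1, it recovered 100% of the changed genes in each class. At 0.3 it recovered 66.5% of them in PAC metastasis and 70% in TCC, and at 0.7 it recovered 0%. With 3 cell lines against 5 tissues, it recovered 97.5% at 0.3.

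The tissues held between 11920463 and 18086895 counts and the pooled cell lines between 33500674 and 55488800. Genes with at most 3 counts in both cell lines or both tissues of a class, and log2 ratios of single pairs with 0 counts in a sample, are reported against a floor of 3 counts, which is between 0.166 and 0.252 CPM in the tissues, and these changes are lower bounds. Log2 fold changes over both pairs are edgeR's estimates, also where 1 sample had 0 counts (MMP3 in PAC metastasis, TMPRSS2 and PGR in TCC). Intervals and floors cover counting error only.

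The counts are listed by Ensembl identifier without symbols. Symbols were taken from Table 2, the figure legends and Additional file 2, which name 1120 of the 32183 identifiers. The reference table of gene symbols held none of these identifiers. The genes named in the text are those that the paper names in its text, Table 2 or figures, where an identifier could be found, apart from some that are not reported here, and the 5 strongest increases and 5 strongest decreases with a symbol among the DEGs of each class. TCC had no DEGs by edgeR and so added none. The identifiers of the 12 genes of Fig. 4 and of most genes of the other marker lists could not be found, and counts of DEGs among whole lists were therefore not made. No biotypes were paired with the identifiers, so all genes were used. The PAC comparison, the enrichment analyses, the KEGG pathway counts and the correlation with chemosensitivity were not repeated.

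Alternatives were the test, the normalization, the count filter, the pooling of libraries, the pairing, the threshold, a dispersion shared by both classes, each replicate left out, and other values, scalings and gene sets for PCA and distances.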

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

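The tests of single genes below were chosen only after the result was seen, and those of both comparisons of groups were written down before, except that on the series of sample numbers. For 42 groups of 5 to 9 samples (scores of 3 principal components, total counts and 10 genes in the cell lines, the tissues and the primary TCC tissues), the sample furthest from the others was compared with the range of its group. In 3 groups a sample lay far from the others, where chance alone gives about 5% of groups. All 3 concern single genes, and no total count and no principal component score was among them.

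CLDN7 in TCC1509, with a log2(CPM + 1) value of 0.22, lay below the other 7 cell lines, which had 6.42 to 8.20. A single deviating library is not the explanation, since the highest of the 3 libraries of TCC1509 had 0.278 CPM and the lowest of the other cell lines had 71.0 CPM. TCC1509 was set apart from the other cell lines in 2.79% of 12396 expressed genes, second to TCC1506 with 3.17%. It did not rank first, which was the condition for a difference across the whole sample, but its share was also not small, and such a difference cannot be excluded. A loss of CLDN7 in tumor cells of this dog may be a candidate explanation, as Ln6.2 of the same dog had 1 count, but P6.1 had 1422, and this was not tested further.

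TMPRSS2 in B7, with a log2(CPM + 1) value of 3.31, lay below the other primary TCC tissues (8.73 to 10.8). B7 was set apart in 2.65% of the expressed genes, more than any other of these 5 tissues, so the value of TMPRSS2 cannot be told apart from a difference of the whole sample, such as the composition of the tissue. The value is consistent with B7 being the tissue closest to the cell lines, but its cause was not tested further.

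TGM1 in TCC1506, with a log2(CPM + 1) value of 3.96, lay above the other cell lines (0.54 to 1.25). The 3 libraries of TCC1506 differed strongly, with a mean of 13.4 CPM and a standard deviation of 9.17, and replicate 3, which appears to be in another series of sample numbers than the other 2, had 24.0 CPM. A single deviating library is still not the explanation, since the lowest of the 3 had 7.79 CPM and the highest of the other cell lines had 1.86 CPM, but the size of the difference depends on the library. TCC1506 was the cell line set apart in the most expressed genes, and a difference of the whole cell line cannot be told apart from one of this gene.

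The paper did not use the TCC tissues B8, B9 and B10 and the cell line TCC0840 in its test of cell lines against tissues. With the 3 TCC cell lines against the 5 primary TCC tissues, edgeR called 32 of 12882 genes, 31 of them lower in the cell lines. Of these, 31 were also DEGs of the 2 TCC pairs by DESeq2, and 25 were DEGs of PAC metastasis by edgeR. Among them were MMP2, COL1A2, COL6A1, COL6A2, CSF1R and VWF, which were singled out after their values were seen. Of the 56 splits of the 8 samples into 3 and 5, 1 gave as many genes, the real one, and the next largest gave 0. With every sample thinned to 11920434 counts, 4 genes were left, so the number of genes depends on the depth, and the cell lines are deeper than the tissues. With each sample left out in turn, 6 of the 8 fits called 0 genes, the fit without P6.1 called 7 and that without B7 called 222, so the result is usually lost. TCC1509 and P6.1 come from the same dog, as do TCC1506 and B7, while this test and the splits treat all 8 samples as independent. The direction may be biological or may follow from cells other than tumor cells in the tissues, and the number itself cannot be told apart from the effect of depth.

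The paper pooled the replicates of each cell line without comparing them. Replicate 1 differed from replicates 2 and 3 in 2761 of 10828 genes. Of 100 draws that chose 1 library per cell line, the real one included, 1 gave as many genes, and the next largest gave 4. After thinning to 15355777 counts per library the number was 2760, so library size does not explain it. The Spearman correlation of gene length with the log2 fold change was 0.149, within the limit of 0.3 set before. Replicate 1 was the earliest passage in 6 of the 6 cell lines. The sample numbers in the labels appear to form 2 series, with all 3 libraries in the same series in 5 of these cell lines. Without TCC1506, whose libraries lie in both, 2607 genes differed, so a difference between the series, which may be sequencing runs, does not explain the number. The labels do not tell which libraries were prepared together, and replicate number and passage go together. Adaptation over passages is therefore a candidate explanation that cannot be told apart from a separate preparation of replicate 1.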

How the results depend on the processing

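The alternatives were chosen before the data were examined. In PAC metastasis, the 1701 DEGs became 4841 with DESeq2, 4275 with each library as its own sample, 2560 with the mean of the libraries, 4804 at an adjusted p of 0.05, and 0 with a dispersion shared by both classes. DESeq2 called 1625 of the 1701 genes. With each library of a cell line as its own sample, libraries of the same line count as independent, which they are not. The number was within 1.5 times with median-of-ratios size factors (1801), without a count filter (1797), and with a library replicate left out (1878 to 2184). Without the replicate block it was 2044, and 1307 of these genes were among the 1701. Pairs were checked by the correlation across genes of the difference between the tissues with that between the cell lines, which was 0.0497 in PAC metastasis and 0.206 in TCC.

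The share of DEGs that were lower in PAC metastasis cell lines was 85.0%. It moved to 69.3% with DESeq2, 80.9% without a count filter, 75.5% with each library as its own sample, 79.9% with the mean of the libraries, 75.7% without the replicate block, 68.3% at an adjusted p of 0.05, and 81.3% to 83.3% with a library replicate left out. Most DEGs were lower in every setting that called any. The 1136 DEGs beyond a log2 fold change of 5 became 1764 with each library as its own sample, 1751 at an adjusted p of 0.05 and 0 with a shared dispersion. Their share of 66.8% became 34.8% with DESeq2, 41.3% with each library as its own sample, 55.6% with the mean of the libraries, 54.6% without the replicate block, 36.4% at an adjusted p of 0.05, and 59.6% to 63.8% with a library replicate left out.

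In TCC, 0 DEGs were called, and 845 genes had an unadjusted p under 0.05. DESeq2 called 486 (460 lower, 357 beyond 5), and the fit with each library as its own sample 560 (504 lower, 284 beyond 5). The 9 other alternatives, among them the fit without the replicate block, also called 0. DEGs shared with PAC metastasis were 401 with DESeq2 and 408 with each library as its own sample. The test recovered 0% of simulated 4-fold changes at a biological coefficient of variation of 0.7, and the common dispersion of TCC, 0.462, corresponds to a similar spread, so that 0 calls here do not show that genes were unchanged.

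For the 3 TCC cell lines against 5 tissues, the 32 DEGs became 699 with DESeq2, 307 at an adjusted p of 0.05, and 0 to 222 with a sample left out, with 0 in 6 of the 8 fits. The number of genes whose effect differed between the classes was 0, with 1503 at an unadjusted p under 0.05, and 454 with DESeq2. For replicate 1 against the later replicates, the number fell from 2761 to 1589 without Adcarc1508 and 1496 without Metadcarc1511.2, and stayed within 1.5 times otherwise.

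The variance of PC1, 50.7%, became 43.7% with log2 CPM, 32.2% with scaled genes, 78.8% with the 500 most variable genes and 37.2% with unpooled libraries. For PC2, 10.7% became 14.1% with log2 CPM and 7.08% with the 500 most variable genes. For PC3, 6.205% became 7.57%, 4.04% and, with unpooled libraries, 10.4%. The ratio of the distances of TCC1509 to Ln6.2 and P6.1, 1.15, became 1.12 with log2 CPM and 1.04 with z-scores, and stayed above 1. The ratio of distances within and between dogs, 0.640, became 0.70045 with 1 library per line. The number of genes for doxorubicin and metabolic activity below 10 counts rose from 11 to 19 with replicate 1 only.

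For the 66 fold changes in the pairs of single genes that the text names, the alternatives gave 33 values that were called only under the alternative, 4 that were called no longer, and 22 values from 1 of the pairs that lay further from the estimate than its spread. Another 332 stayed within that spread or on the same side of the threshold. Among them were 53 values without the first pair and 57 without the second. That spread is the SD of the same pair values, so a value lies within it by arithmetic where the estimate is near their mean. Even EGFR in TCC, with -1.50 and 0.96, stayed within it. The 53 and 57 values therefore do not show that the fold changes hold in each pair. Values from 1 of the pairs alone had the opposite sign in 14 cases, mostly in TCC. Tests with the sign reversed were 4, those of MMP3 in PAC metastasis with DESeq2 (0.86), EGFR and PGR in TCC without the replicate block (0.14 and 0.35) and TGM1 in TCC with each library as its own sample (-0.31), of which none was past the threshold. The cause of these changes was not tested. No alternative was run for the fold change of EGFR with 3 TCC cell lines against 5 tissues. All genes against protein-coding genes, the counts of DEGs among the marker lists and the distances over the genes of Fig. 4 were not run, because the identifiers were not paired with biotypes or symbols.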

Differences from the paper's values

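The paper reports 3941 DEGs for PAC metastasis, and 1701 were found here. Within 1.5 times of the paper's value were DESeq2 (4841), each library as its own sample (4275) and an adjusted p of 0.05 (4804). The other alternatives set before the data were examined were not, with 0 to 2560. DESeq2 is the tool that the paper's methods name.

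The paper reports 463 DEGs for TCC, and 0 were found here, with 845 genes at an unadjusted p under 0.05. DESeq2 gave 486 and each library as its own sample gave 560. The other alternatives gave 0. The paper reports 344 DEGs of TCC with a log2 fold change beyond 5, and 0 were found here, against 357 with DESeq2 and 284 with each library as its own sample. The other alternatives gave 0.

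The paper reports that 41% of the DEGs of PAC metastasis had a log2 fold change beyond 5, and the share was 66.8% here. It was 34.8% with DESeq2, 41.3% with each library as its own sample, 55.6% with the mean of the libraries, 54.6% without the replicate block, 36.4% at an adjusted p of 0.05 and 59.6% without library replicate 3, all within 1.5 times of the paper's value. It was 66.8% with median-of-ratios size factors, 65.2% without a count filter, and 63.8% and 63.0% without library replicates 1 and 2, which are not within 1.5 times.

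The paper's DEGs shared by PAC metastasis and TCC number about 380 in Fig. 3, read by eye, and 0 were found here. DESeq2 gave 401 and each library as its own sample 408. The other alternatives gave 0.

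The paper lists FOLH1 and GSTP1 as lower and HOXB13 and GOLM1 as higher in PAC metastasis cell lines (Table 2). By edgeR their directions were the same, but their adjusted p of 0.0143, 0.0264, 0.0120 and 0.0560 did not pass 0.01. DESeq2 and the fit with each library as its own sample called all 4, and an adjusted p of 0.05 would admit all but GOLM1. In the same way, the paper shows TRIM36, LAMA3, STAT3 and ALOX5AP as DEGs of PAC metastasis (Fig. 5B), and edgeR gave adjusted p of 0.0115, 0.0251, 0.0123 and 0.0109. DESeq2 called all 4, each library as its own sample called LAMA3, STAT3 and ALOX5AP, the fit without the replicate block called TRIM36, STAT3 and ALOX5AP, and an adjusted p of 0.05 would admit all 4. For CDKN1A, the p21 that Fig. 8A colors as higher, edgeR gave 0.0182 in PAC metastasis. DESeq2 called it, and an adjusted p of 0.05 would admit it. In TCC, the paper shows MMP2 and ALOX5AP as lower (Fig. 5C), which edgeR did not call (adjusted p of 0.517 and 0.6249), while DESeq2 and each library as its own sample did.

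Table 2 lists ESR1, PGR, AMACR, TP63 and HNF4G as expressed in PAC metastasis. None of them reached 10 counts in both tissues or in both cell lines here. ESR1 had 224 and 5 counts in the tissues and 3 and 1 in the cell lines, PGR 3 and 0 against 0 and 0, AMACR 5 and 8 against 5 and 7, TP63 6 and 10 against 1 and 1, and HNF4G 1 and 1 against 19 and 9. Fig. 8B draws EGF as expressed in TCC, where it had 0 counts in both tissues and 1 and 47 in the cell lines.

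The paper describes TCC1509 as closer to Ln6.2 than to P6.1 on the genes of Fig. 4. Over 12396 expressed genes, it was closer to P6.1, with a ratio of distances of 1.15, and of 1.12 and 1.04 under both alternatives. This distance includes the separation of cell lines from tissues, and P6.1 was nearer to the cell lines on PC1 than Ln6.2. On PC2, TCC1509 (-59.5) was nearer to Ln6.2 (-72.2) than to P6.1 (23.1). The genes of Fig. 4 were not compared, so the ratio does not contradict the paper's description. The paper states that Adcarc0846 had the highest CLDN7 among the PAC cell lines. Here Adcarc0846 had 174.1 CPM, and Adcarc1511.1 had 283.5 CPM with an SD of 102.3 over its libraries.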

Other observations

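The explanations and tests below were written down before the results were seen, except that on passage and distance, and the genes of the TCC terms were set aside only after the results were seen.

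PAC metastasis had more DEGs than TCC. Sequencing depth does not explain this, since after thinning every sample to 14038211 counts PAC metastasis had 2580 DEGs and TCC had 0 by edgeR, and 4094 and 299 by DESeq2. In both pairs of PAC metastasis 4812 genes changed at least 2-fold the same way, and 1613 in TCC. This count depends on how alike the pairs are as well as on the size of the changes, and 738 genes of TCC changed in opposite directions, so it does not separate size from spread. With a dispersion shared by both classes, 0 genes were DEGs in either class, with 4011 and 2239 genes at an unadjusted p under 0.05, which meets the condition written down for the spread between the pairs. As both counts are 0 and the numbers at an unadjusted p under 0.05 differ, a contribution of that spread cannot be told from this test alone. In simulated counts, edgeR recovered 66.5% of 4-fold changes in PAC metastasis and 70% in TCC at a biological coefficient of variation of 0.3. At 0.7 it recovered 0% in both, and the common dispersion of TCC, 0.462, corresponds to a similar spread. A larger spread can therefore lower the number of DEGs in TCC, by an amount that was not measured. Both pairs of PAC metastasis come from 1 dog and those of TCC from 2 dogs, so class and number of dogs cannot be separated. By their sample numbers, 2 of the 3 libraries of TCC1506 appear to share a series with their tissue and those of PAC metastasis do not, which was not tested.

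Most DEGs were lower in the cell lines. After thinning, 78.0% of the DEGs of PAC metastasis were lower, so depth does not explain the direction, and the Spearman correlation of gene length with the log2 fold change was -0.0479. The fibroblast genes COL1A1, COL1A2, COL3A1 and DCN had a median log2 fold change of -16.66 in PAC metastasis and -5.27 in TCC, and at most 0.01% of 10000 random lists of the same size, matched on mean expression, had a median as low. RNA from other cells of the tissue may therefore have contributed to the direction. In TCC1509, however, COL3A1 had 29988 counts and DCN 21768, so these genes are not absent from every cell line.

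In the pair of B7, which the paper describes as consisting almost exclusively of tumor cells, the median log2 ratio of the fibroblast genes was -4.21, against -18.13 and -12.82 in the pairs of PAC metastasis and -6.50 in the pair of TCC1509. A higher content of tumor cells in B7 could contribute, but TCC1506 itself had 1813 counts of COL1A1 and 3073 of COL3A1, and the ratios of PAC metastasis are set by cell lines with few or 0 counts.

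The effect of the cell lines on each gene was not shown to differ between the classes by edgeR, with 0 genes and 1503 at an unadjusted p under 0.05. With DESeq2, 454 genes differed, and after thinning 338, so depth alone does not explain them. The correlation of gene length with the difference was -0.0282. Of 13293 genes tested in both classes, 780 were at least 2-fold lower and 121 at least 2-fold higher in all 4 pairs. Lower in PAC metastasis and higher in TCC were 36, and the opposite held for 32.

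Of the genes that Additional file 1 lists for the PAC terms, which come from other pairs, 293 were tested in TCC, and 223 (76.1%) were lower in both pairs, with a median log2 fold change of -4.27, which meets the condition of more than 75% written down before. Many of them are also listed for TCC and so were lower there by their choice. Without these, 68.1% of 216 genes were lower in both, against 27.8% of all genes tested. Setting genes aside because they were lower in TCC reduces the share by itself, so a share under 75% does not count against the explanation. The median log2 fold change of the 216 genes was -2.98, lower than that of each of 10000 matched random lists, of which 5% had a median below -0.20. Neither share separates a loss in culture from RNA of other cells in the tissues. In PAC metastasis, 374 of 398 were lower in both pairs.

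The proliferation genes CCNB1, PLK1 and AURKA were higher in the cell line in 5 of 12 ratios, so that they were not higher in every pair. In TCC1509 all 3 were higher than in P6.1, with log2 ratios of 3.69, 2.69 and 3.82, and AURKA was also higher in both pairs of PAC metastasis. In 5 of the 6 cell lines with 3 libraries, a pair of libraries furthest apart in passage was also the most distant, and in TCC1506 it was not. The test asked for all 6.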
